# IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition

**DOI:** 10.1038/s44318-025-00588-w

**Published:** 2025-10-22

**Authors:** Yazan Salloum, Gwendoline Gros, Keinis Quintero-Castillo, Camila Garcia-Baudino, Soraya Rabahi, Akshai Janardhana Kurup, Patricia Diabangouaya, David Pérez-Pascual, Rodrigo A Morales Castro, Jos Boekhorst, Eduardo J Villablanca, Jean-Marc Ghigo, Carmen G Feijoo, Sylvia Brugman, Pedro P Hernandez

**Keywords:** Cytokines, DNA Damage, Innate Lymphoid Cells, Proliferation, Zebrafish, Development, Immunology, Microbiology, Virology & Host Pathogen Interaction

## Abstract

Animals host symbiotic microbial communities that shape gut health. However, how the host immune system and microbiota interact to regulate epithelial homeostasis, particularly during early development, remains largely unclear. Human interleukin-26 (IL-26) is associated with gut inflammation and has intrinsic bactericidal activity in vitro, yet its in vivo functions are largely unknown, primarily due to its absence in rodents. To examine the role of IL-26 in early life, we used zebrafish and found that gut epithelial cells in *il26-/-* larvae exhibited increased proliferation, faster turnover, elevated DNA damage, and altered cell population abundance. This epithelial dysregulation occurred independently of the IL-26 canonical receptor and resulted from dysbiosis in *il26-/*- larvae. Moreover, IL-26 bactericidal activity was conserved in zebrafish, suggesting a potential role of this property in regulating microbiota composition. We further identified innate lymphoid cells (ILCs) as the primary source of IL-26 at this developmental stage. These findings establish IL-26 as a central player in a regulatory circuit linking the microbiota, ILCs, and intestinal epithelial cells to maintain gut homeostasis during early life.

## Synopsis

Human interleukin-26 (IL-26) is linked to intestinal inflammation and is bactericidal in vitro. This study uses zebrafish as a model to identify a role of IL-26 in shaping gut microbiota composition, thus maintaining baseline levels of proliferation and DNA damage in gut epithelial cells.

- In the developing gut of zebrafish larvae, microbiota induce IL-26 expression in intestinal innate lymphoid cells (ILCs).
- IL-26 loss results in gut dysbiosis as well as increased proliferation and DNA damage in intestinal epithelial cells.
- IL-26 regulates epithelial homeostasis independently of its canonical receptor but in a microbiota-dependent manner.
- Similarly to its human homolog, zebrafish IL-26 exhibits intrinsic bactericidal activity.

## Abstract (web summary)

Gut microbiota induce IL-26, which in turn regulates proliferation and DNA damage in the intestinal epithelium of developing zebrafish larvae.

## Introduction

The gastrointestinal tract is a complex system housing numerous populations of immune cells and commensal microorganisms. However, it is also a port of entry for various pathogens. During early life, a dynamic crosstalk between immune cells, epithelial cells, and colonizing microbiota is critical for establishing life-long intestinal homeostasis (Zheng et al, 2020; Paucar Iza and Brown, 2024; Al Nabhani et al, 2019). Dysregulation of this crosstalk can lead to inflammatory bowel disease (IBD), a group of disorders closely associated with alterations in the gut microbiota that can elicit a chronic immune response and lead to tissue damage. In addition, IBD patients are at higher risk of developing colon cancer, a hallmark of which is greater genomic instability and increased proliferation of abnormal cells (Zhou et al, 2023). Therefore, identifying factors that regulate early-life microbiota composition, epithelial cell proliferation, and DNA damage is pivotal for advancing early diagnosis, prevention, and treatment of intestinal pathologies.

Genome-wide association studies have identified interleukin-26 (IL-26) as a risk locus for ulcerative colitis (UC) (Silverberg et al, 2009), indicating a potential role of this cytokine in intestinal homeostasis. Moreover, IL-26 has been found to be overexpressed in the inflamed mucosa of IBD patients (Song et al, 2022; Dambacher et al, 2009). Notably, intestinal epithelial cells (IECs) were shown to express the IL-26 receptor complex (IL10RB and IL20RA) and to respond to this cytokine in vitro (Dambacher et al, 2009). Despite these findings, the in vivo functions of IL-26 and its impact on IECs remain largely unclear, primarily due to the absence of this cytokine in rodent models (Donnelly et al, 2010).

The human IL-26 protein has been demonstrated to exhibit receptor-independent functions. For example, it has been shown that IL-26 can form complexes with DNA and activate intracellular TLR9 in dendritic cells (Meller et al, 2015). Furthermore, in vitro studies have shown that IL-26 can directly kill bacteria by pore formation in a dose-dependent manner (Meller et al, 2015; Hansen et al, 2021), including both pathogenic and commensal strains. This anti-microbial activity of IL-26 could play a role in regulating microbiota composition in vivo with the loss of this function potentially impairing microbiota-dependent gut epithelial homeostasis, a hypothesis that had not been investigated before this study. Zebrafish possess a single orthologue of the human *IL26* gene (Igawa et al, 2006), along with its two receptor chains (Stein et al, 2007). Therefore, this model provides a suitable system for dissecting the receptor-dependent and -independent functions of IL-26 in vivo, including its role in modulating the microbiota and epithelial homeostasis in early life.

In the human gut, IL-26 is produced by both adaptive and innate lymphocytes, with type 3 innate lymphoid cells (ILC3s) being the primary innate source (Hughes et al, 2009; Cella et al, 2009; Cols et al, 2016; Manel et al, 2008). ILCs were found to populate the human intestine early in embryonic development, prior to 12 weeks post-conception (Liu et al, 2021), thus preceding gut colonization by the microbiota. We previously demonstrated that ILCs are present in the adult zebrafish gut, displaying a cell type diversity resembling that of human ILCs (Hernández et al, 2018). However, whether ILCs are present in the zebrafish gut during early life, whether they respond to the colonizing microbiota by producing IL-26, and the in vivo consequences of this expression on gut microbiota and epithelial homeostasis remain unknown.

In this study, we combined zebrafish genetics, transcriptomics, and microscopy with microbiota profiling, gnotobiotics (engineering microbiota composition), and gut bacterial infection tools to uncover a novel role for IL-26 in regulating gut homeostasis during early life. We report that the loss of IL-26 resulted in increased proliferation in gut epithelial progenitors and elevated DNA damage in absorptive enterocytes in the posterior larval gut, a segment that functionally resembles the human colon (Wei et al, 2023). By characterizing these phenotypes in zebrafish lacking the IL-26 receptor and zebrafish reared germ-free, we observed that IL-26 regulates epithelial cell proliferation and DNA damage independently of its receptor-mediated signaling but in a microbiota-dependent manner. Microbiota profiling, combined with microbiota transfer experiments, revealed that epithelial dysregulation in *il26*^*-/-*^ larvae results from gut dysbiosis. Notably, we showed that IL-26 bactericidal activity is conserved in zebrafish which may explain dysbiosis in *il26*^*-/-*^ larvae. Furthermore, IL-26 protected the gut from bacterial infection by regulating bacterial loads, DNA damage, and cytokine expression. Finally, we identified ILCs as the main cell source of IL-26 in the developing larval gut. Overall, our findings suggest a circuit in which early microbial colonization of the developing gut induces IL-26 production in ILCs, which in turn helps establish a healthy microbiota composition, possibly through its intrinsic antibacterial properties, thereby maintaining epithelial homeostasis.

## Results

### IL-26 regulates cell proliferation and DNA damage in the zebrafish larval gut

To study IL-26 in the developing gut, we first analyzed its expression in dissected guts from wild-type (WT) larvae at 3, 5, and 7 days post-fertilization (dpf). Reverse transcriptase PCR (RT-PCR) showed that *il26* is expressed at all three timepoints (Appendix Fig. S1A). Furthermore, RT-qPCR showed no significant differences in *il26* expression levels between these timepoints (Appendix Fig. S1B).

To determine the functions of IL-26, we generated *il26*-deficient zebrafish using the CRISPR/Cas9 system (Appendix Fig. S2A,B). Clutchmate WT and *il26*^*-/-*^ adult zebrafish were maintained in separate tanks and used to generate WT and *il26*^*-/-*^ experimental larvae. To characterize the consequences of IL-26 loss on the early-gut transcriptional program, we performed bulk RNA-sequencing (RNA-seq) on dissected guts from 5-dpf *il26*^*-/-*^ and WT larvae (Fig. 1A). 291 genes were upregulated and 275 downregulated in the guts of *il26*^*-/-*^ (Dataset EV1). To complement our loss-of-function approach, we performed transcriptomic analysis upon IL-26 overexpression. To this end, recombinant zebrafish IL-26 (rzIl26) or bovine serum albumin (BSA) were injected into the gut and swim bladder of 5-dpf WT larvae, followed by RNA-seq on dissected guts 1 h post-injection (hpi) (Fig. 1A). In this condition, 1759 genes were upregulated and 2022 were downregulated (Dataset EV2).

**Figure 1:**
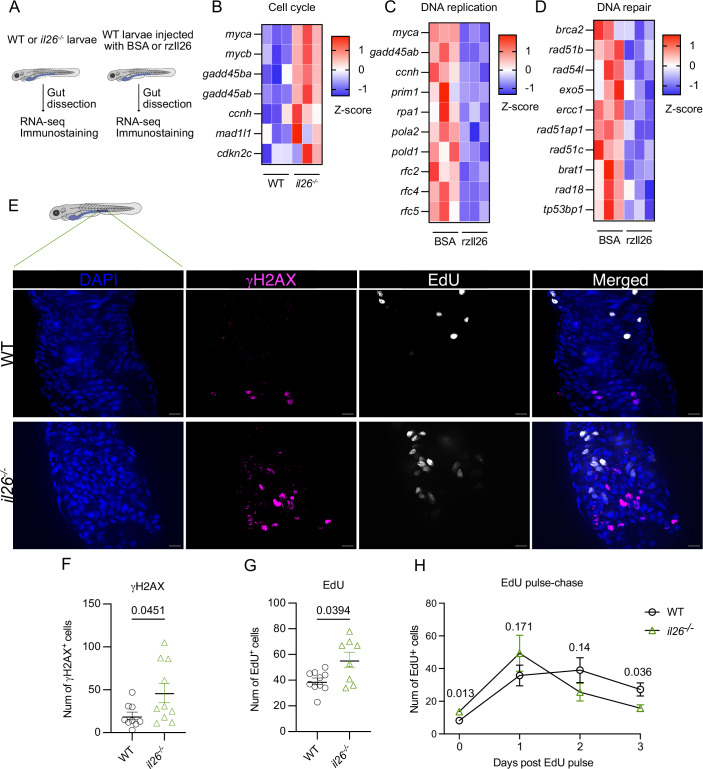
Increased proliferation and DNA damage in the gut of *il26*^*-/-*^ zebrafish larvae. (**A**) A schematic of the experimental setup. (**B**–**D**) Heatmaps of z-scores of genes associated with cell cycle in the loss-of-function dataset (**B**), DNA replication in the overexpression dataset (**C**), and DNA repair in the overexpression dataset (**D**). (**E**) Representative images of EdU and γH2AX staining in WT and *il26*^*-/-*^ 5-dpf posterior larval guts. Scale bars: 10 μm. (**F**, **G**) Quantification of γH2AX (**F**) and EdU (**G**) staining in WT and *il26*^*-/-*^ 5-dpf posterior larval guts. (**H**) EdU pulse-chase analysis in the posterior gut of WT and *il26*^*-/-*^ larvae. Data information: (**F**–**H**) Data are presented as mean ± SEM. Sample sizes were as follows ((**F**): n_WT_ = 9, n_*il26-/-*_ = 10; (**G**): n_WT_ = 10, n_*il26-/-*_ = 8; (**H**): n_WT 0d_ = 21, n_WT 1d_ = 9, n_WT 2d_ = 8, n_WT 3d_ = 16, n_*il26-/-* 0d_ = 18, n_*il26-/-* 1d_ = 6, n_*il26-/-* 2d_ = 9, n_*il26-/-* 3d_ = 20). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical analyses were performed by edgeR package in R (**B**–**D**) and Mann–Whitney test (**F**–**H**). Source data are available online for this figure.

To infer the affected biological pathways and processes, we performed Kyoto encyclopedia of genes and genomes (KEGG) and gene ontology (GO) analyses on both datasets (Fig. EV1A–D). KEGG pathway analysis on *il26*^*-/-*^ guts revealed activation of “cell cycle” (Fig. EV1A), with upregulation of genes such as *myca* (Myc proto-oncogene a), a transcription factor that promotes proliferation (Zacarías-Fluck et al, 2024); and *ccnh* (cyclin H), which controls cell cycle progression and promotes cancer growth (Mao et al, 2021; Patel et al, 2016; Peng et al, 2020) (Fig. 1B). In contrast, KEGG pathway analysis upon rzIl26 injection showed suppression of “DNA replication” (Fig. EV1C), with downregulation of genes such as *myca* and *ccnh* (Fig. 1C). Furthermore, GO analysis showed the suppression of “DNA repair” upon rzIl26 injection (Fig. EV1D), with downregulation of several DNA repair genes such as *brca2* (breast cancer gene 2 DNA repair associated (Sadeghi et al, 2020)); *rad51b* (RAD51 paralog B (Wassing and Esashi, 2021)); and *ercc1* (excision repair cross-complementation group 1 (Bohanes et al, 2011)) (Fig. 1D). Collectively, our transcriptomic analysis upon IL-26 loss-of-function and overexpression suggested a potential role for IL-26 in regulating cell proliferation and DNA damage in the gut.

**Figure EV1:**
Gene set enrichment analyses in IL-26 loss-of-function and overexpression datasets. (**A**, **B**) KEGG pathway (**A**) and GO analysis (**B**) in the loss-of-function dataset. (**C**, **D**) KEGG pathway (**C**) and GO analysis (**D**) in the overexpression dataset. Statistical significance was determined by Kolmogorov-Smirnov-like permutation test using the ClusterProfile package in R.

To investigate this possibility, 5-dpf *il26*^*-/-*^ and WT larvae were incubated with EdU for 3 h, followed by EdU and γH2AX staining to assess proliferation and DNA damage, respectively. *il26*^*-/-*^ showed higher numbers of EdU-positive cells in the posterior gut. A similar, albeit statistically non-significant, trend was observed in the mid and anterior gut (Fig. EV2A,B). γH2AX-positive cells were mainly detected in the posterior gut of *il26*^*-/-*^ (Fig. EV2C). This segment of the larval gut is functionally equivalent to the mammalian colon (Wei et al, 2023), the part of the intestine where ulcerative colitis (UC) predominately takes place. Since polymorphisms in the *IL26* gene are a risk factor for UC (Silverberg et al, 2009), we focused our subsequent analyses on the posterior larval gut and found that *il26*^*-/-*^ larvae showed a higher number of both γH2AX-positive and EdU-positive cells compared to WT controls (Fig. 1E–G). These data indicate an elevated DNA damage response and increased cell proliferation in the posterior larval gut in the absence of IL-26.

**Figure EV2:**
IL-26 loss increases proliferation in the mid and posterior gut and DNA damage in the posterior gut in zebrafish larvae. (**A**) Representative images of EdU staining in WT and *il26*^*-/-*^ 5-dpf larval guts. Scale bars: 200 μm. (**B**) Quantification of EdU staining in gut segments of WT and *il26*^*-/-*^ 5-dpf larvae. (**C**) Representative images of γH2AX staining in WT and *il26*^*-/-*^ 5-dpf larval guts. Scale bars: 200 μm. Data information: (**B**) Data are presented as mean ± SEM. Sample sizes were as follows ((**B**): n_WT_ = 7, n_*il26-/-*_ = 8). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann–Whitney test (**B**). Source data are available online for this figure.

To determine whether IL-26 prevents DNA damage in the gut or induces unresponsiveness to baseline DNA damage, γH2AX staining was performed on 5-dpf WT and *il26*^*-/-*^ larval guts 5 h following rzIl26 injection in the gut and swim bladder. rzIl26 administration did not affect the number of γH2AX-positive cells in either WT or *il26*^*-/-*^ larvae (Appendix Fig. S3A). This result argues against a rapid transcriptional role for IL-26 in causing unresponsiveness to DNA damage. Moreover, γH2AX staining in *il26*^*-/-*^ appeared pan-nuclear rather than focal (Fig. 1E), a pattern typically associated with widespread DNA damage, as opposed to discrete γH2AX foci associated with enhanced responsiveness to DNA damage. Together, these results support the hypothesis that IL-26 plays a protective role in preventing the accumulation of true DNA lesions in the posterior gut, rather than only modulating the DNA damage response. This protective function of IL-26 cannot be recapitulated by a single high-dose administration of the protein.

In addition, rzIl26 injection did not alter the number of EdU-positive cells in either WT or *il26*^*-/-*^ larvae (Appendix Fig. S3B), suggesting that IL-26-mediated modulation of proliferation is not driven by a rapid transcriptional response. We acknowledge that our current exogenous administration model may not faithfully recapitulate the endogenous expression of IL-26. Differences in concentration, timing, and delivery route may limit its effectiveness. Therefore, the absence of an effect of IL-26 administration on EdU and γH2AX analyses does not conclusively rule out an effect of IL-26 supplementation on these processes. Further experiments with more physiologically relevant delivery may be necessary to fully address this question.

To better understand the physiological consequences of the observed phenotypes in *il26*^*-/-*^ larvae, epithelial turnover in the posterior gut was quantified by performing EdU pulse-chase in 5-dpf *il26*^*-/-*^*TgBAC(cldn15la-GFP)* larvae, which specifically labels the basolateral membrane of gut epithelial cells (Alvers et al, 2014) (Fig. EV3A). In accordance with the results above, *il26*^*-/-*^ larvae showed a higher number of EdU-positive cells than WT at 0 day post-EdU pulse. However, at 3 days post-EdU pulse, the mutants had a lower number of EdU-positive cells compared to WT (Fig. 1H), indicating faster epithelial turnover in the *il26*^*-/-*^ background. Additionally, no differences were observed in gut length (Fig. EV3B,C), or gut barrier integrity (Fig. EV3D,E) between 5-dpf *il26*^*-/-*^ and WT larvae. Moreover, immune phenotyping based on quantification of gut neutrophil numbers (Fig. EV3F,G) and gene expression of *tnfa* and *il1b* (Fig. EV3H,I) revealed no significant differences between *il26*^*-/-*^ and WT larvae.

**Figure EV3:**
Characterization of *il26*^*-/-*^ zebrafish larvae. (**A**) EdU staining of 5-dpf *TgBAC(cldn15la-GFP)* larvae in WT and *il26*^*-/-*^ genetic backgrounds. Scale bars: 10 μm. (**B**, **C**) Images of WT and *il26*^*-/-*^ larvae (**B**) and their gut length (**C**). Scale bars: 200 μm. (**D**, **E**) Representative images (**D**) of intestinal barrier integrity analysis in WT and *il26*^*-/-*^ assessed by fluorescence intensity of orally gavaged FITC–dextran in the dorsal somites (**E**). Scale bars: 200 μm. (**F**, **G**) Representative images (**F**) and quantification (**G**) of neutrophil staining in WT and *il26*^*-/-*^. Scale bars: 100 μm. (**H**, **I**) qRT-PCR analysis of *tnfa* (**H**) and *il1b* (**I**) in dissected guts of WT or *il26*^*-/-*^. Data information: (**C**, **E**, **G**, **H**) Data are presented as mean ± SEM. Sample sizes were as follows ((**C**): n_WT_ = 12, n_*il26-/-*_ = 11; (**E**): n_WT_ = 6, n_*il26-/-*_ = 8; (**G**): n_WT_ = 19, n_*il26-/-*_ = 18; (**H**): n_WT_ = 3, n_*il26-/-*_ = 4; (**I**): n_WT_ = 5, n_*il26-/-*_ = 4). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann–Whitney test (**C**, **E**, **G**,** H**). Source data are available online for this figure.

The zebrafish immune system is morphologically and functionally mature by 5 weeks of age (Lam et al, 2004). At this stage, the intestine undergoes key structural and functional changes, including the establishment of intestinal folds, increased complexity of the epithelial architecture, and stabilization of the microbiota (Li et al, 2020; Stephens et al, 2016). To determine whether the increased proliferation and DNA damage observed in *il26*^*-/-*^ larvae persist through the period of gut and adaptive immune maturation, we quantified EdU and γH2AX staining in 5-week post-fertilization (wpf) juvenile *il26*^*-/-*^ and WT fish. No differences were observed in either EdU or γH2AX numbers (Fig. EV4A–C). Additionally, we detected no differences in the expression levels of cell cycle markers (*myca*, *mycb*, *mych*; Fig. EV4D–F) or DNA repair genes (*brca2*, *p53*; Fig. EV4G,H). Moreover, expression levels of the cytokines *il1b*, *tnfa*, and *il10*, used to assess inflammation, were also comparable between *il26*^*-/-*^ and WT juvenile fish. We further followed *il26*^*-/-*^ fish growth into adulthood (3 months post-fertilization) and found no gross morphological abnormalities (Appendix Fig. S4A,B). These fish survived to adulthood in proportions consistent with Mendelian genetics (Chi-Square = 1.783, *p*-value = 0.4101, Dataset EV3). Together, our data demonstrate that IL-26 loss leads to increased epithelial cell proliferation, turnover, and DNA damage in the posterior early-life gut, phenotypes that are resolved in later juvenile and adult stages.

**Figure EV4:**
Characterization of *il26*^*-/-*^ juvenile zebrafish. (**A**) Representative images of γH2AX and EdU staining in WT and *il26*^*-/-*^ 5-wpf guts. Scale bars: 100 μm. (**B**, **C**) Quantification of γH2AX (**B**) and EdU staining (**C**) in WT and *il26*^*-/-*^ 5-wpf posterior guts. (**D–K**) qRT-PCR analysis of selected genes in dissected guts of WT or *il26*^*-/-*^ 5-wpf fish. Data information: (**B**–**K**) Data are presented as mean ± SEM. Sample sizes were as follows ((**B**, **C**): n_WT_ = 9, n_*il26-/-*_ = 7; (**D**–**K**): n_WT_ = 4–6, n_*il26-/-*_ = 5–7). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann–Whitney test (**B**–**K**). Source data are available online for this figure.

### IL-26 suppresses proliferation in epithelial progenitors and DNA damage in posterior absorptive enterocytes

To gain a deeper insight into the phenotypes of increased proliferation and DNA damage in *il26*^*-/-*^ guts and to pinpoint the affected cell types, we performed single-cell RNA sequencing (scRNA-seq) on whole dissected guts from 5-dpf *il26*^*-/-*^ and WT larvae. We profiled the gene expression of 13,256 individual cells (7420 WT; 5836 *il26*^*-/-*^) (Fig. 2A), with a median of 1517 detected genes per cell. We next applied graph-based clustering on our integrated dataset (Fig. 2B) and identified 24 distinct clusters based on the expression of known markers (Dataset EV4).

**Figure 2:**
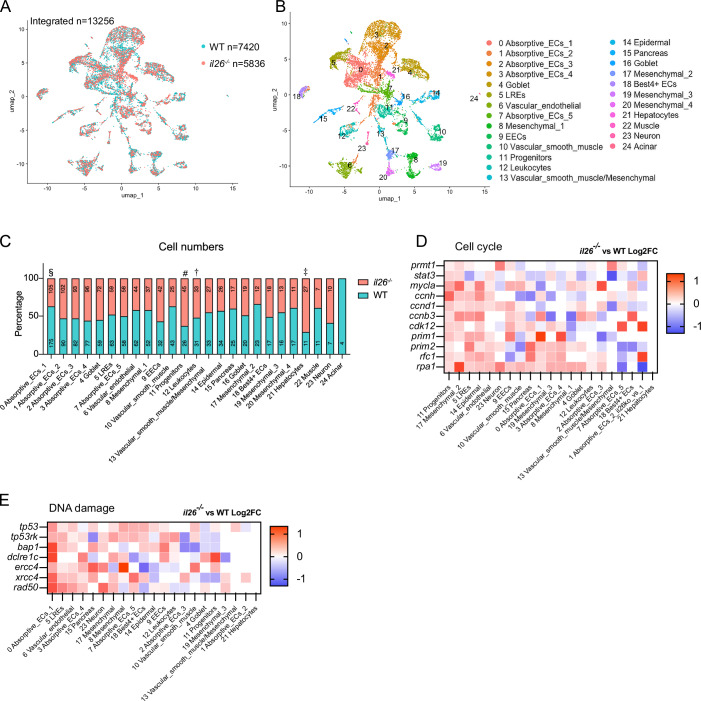
Single-cell RNA sequencing reveals increased proliferation in epithelial progenitors, elevated DNA damage in absorptive enterocytes, and altered abundance of epithelial cell populations in *il26*^*-/-*^ larval guts. (**A**, **B**) UMAP Dimensional reduction projection of scRNA-seq dataset of dissected guts of 5-dpf *il26*^*-/-*^ and WT larvae. Cells are colored by genotype (**A**) or cell type (**B**). (**C**) Numbers and percentages of detected cells per cell population, normalized to 1000 detected cells. Statistical significance was assessed using a binomial test. *p*-values: § <0.0001; # 0.0385; † 0.0319; ‡ 0.0139. (**D**, **E**) Expression of genes associated with cell cycle (**D**) or DNA damage (**E**), colored by log2FC expression in *il26*^*-/-*^ compared to WT across each cell cluster.

In agreement with our cell proliferation observations, the number of epithelial progenitors in *il26*^*-/-*^ guts was higher than in WT (45 vs. 26 per 1000 detected cells, *p*-value = 0.0319) (Fig. 2C). Moreover, the expression levels of certain cell cycle and stemness markers, such as *stat3* (Peron et al, 2020) and *prmt1* (Tavakoli et al, 2022) were elevated in a few cell populations in *il26*^*-/-*^ compared to WT, with the most consistent upregulation observed in epithelial progenitors (Fig. 2D). These findings further reinforce the conclusion that IL-26 loss leads to increased proliferation in epithelial progenitors in the larval gut.

Next, to identify the cell types exhibiting higher DNA damage in the guts of *il26*^*-/-*^, we analyzed expression levels of several DNA damage-associated genes such as *tp53* and *rad50* across each cell cluster (Fig. 2E). These genes were highly expressed in *il26*^*-/-*^ compared to WT in several cell populations, including Absorptive_ECs_1, lysosome-rich enterocytes (LREs), and Absorptive_ECs_4. LREs are highly endocytic vacuolated cells that are found in the midgut of zebrafish larvae (Park et al, 2019). Since our γH2AX staining showed a signal only the posterior gut in *il26*^*-/-*^, LREs are unlikely to be the cells accumulating DNA damage. Notably, Absorptive_ECs_1 cells were less abundant in *il26*^*-/-*^ compared to WT (105 vs. 175 per 1000 detected cells, *p-*value < 0.0001), unlike LREs (Fig. 2C). Therefore, our in silico analysis suggests that absorptive enterocytes accumulate DNA damage in *il26*^*-/-*^. To validate these findings, γH2AX staining was performed in *il26*^*-/-*^*TgBAC(cldn15la-GFP)* larvae (Fig. 3A). γH2AX-positive cells were GFP-positive, confirming that DNA damage occurs in epithelial cells in the posterior gut of *il26*^*-/-*^. To further identify the affected cells, we used the 2F11 antibody which recognizes annexin A4 (*anxa4*) (Zhang et al, 2014) and is commonly used to label secretory cells in zebrafish larvae (Crosnier et al, 2005). Consistent with this, *anxa4* showed minimal expression in absorptive enterocytes and higher expression in goblet cells, enteroendocrine cells (EECs), Best4+ ECs, and epithelial progenitors (Fig. 3B). Co-staining for γH2AX and 2F11 revealed no colocalization (Fig. 3C), suggesting that γH2AX-positive cells are absorptive rather than secretory. Overall, our single-cell transcriptomic and in situ analyses suggest that IL-26 suppresses cell proliferation in epithelial progenitors and DNA damage in posterior absorptive enterocytes in the developing larval gut.

**Figure 3:**
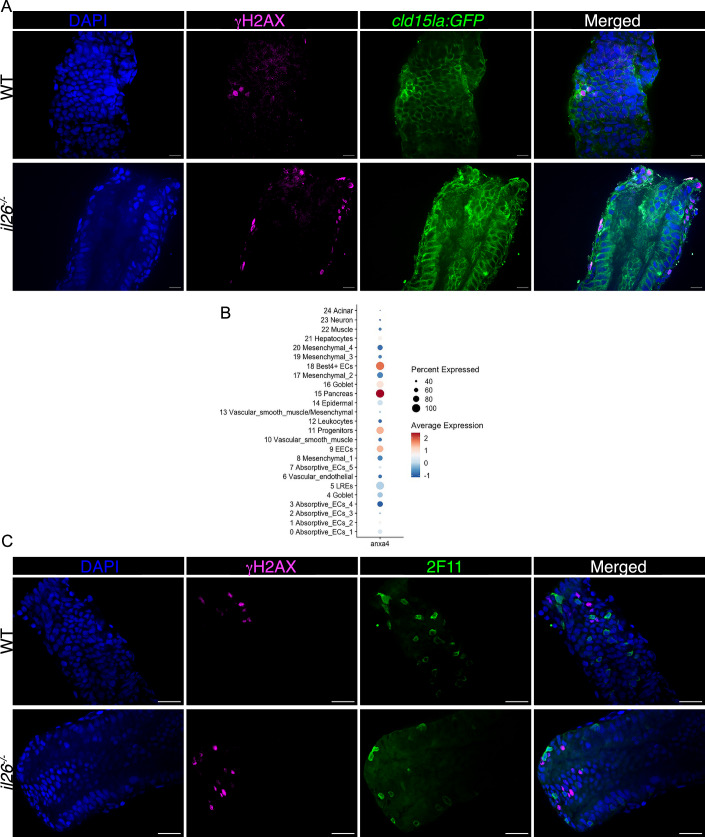
IL-26 loss leads to increased DNA damage in absorptive enterocytes in the posterior larval gut. (**A**) γH2AX staining in TgBAC(cldn15la-GFP) in WT and *il26*^*-/-*^ genetic backgrounds. Scale bars: 10 μm. (**B**) Dor plot of *anxa4* expression in the integrated scRNA-seq dataset of WT and *il26*^*-/-*^ guts. (**C**) Co-immunostaining for γH2AX and 2F11in WT and *il26*^*-/-*^. Scale bars: 10 μm. Source data are available online for this figure.

### IL-26 modulation of epithelial homeostasis in the gut is receptor-independent

The IL-26 receptor complex in humans is composed of two subunits: IL-10RB and IL-20RA (Sheikh et al, 2004; Hör et al, 2004). IL-10RB is shared among IL-10, IL-22, IL-28A, IL-28B, IL-29, and IL-26, whereas IL-20RA is utilized by IL-26, IL-19, IL-20, and IL-24. Notably, the combination of IL-10RB and IL-20RA is unique to IL-26. To elucidate the role of IL-26 receptor signaling in regulating proliferation and DNA damage in gut epithelial cells, we first analyzed the expression profile of these two subunits in our scRNA-seq dataset. Their expression was not detected in either Absoptive_ECs_1 or epithelial progenitors (Fig. 4A,B). However, both were expressed in other cell types in the gut, such as Absoptive_ECs_4 and LREs. To decipher whether IL-26 receptor signaling plays a role in the phenotypes observed in *il26*^*-/-*^, we generated *il20ra-*deficient zebrafish using the CRISPR/Cas9 system (Appendix Fig. S5A,B). To validate this mutant line, we quantified *il20ra* gene expression, as a downstream target gene of IL-26 receptor signaling, at steady state and following rzIl26 administration. At steady state, *il20ra* expression in the gut was significantly reduced in *il20ra*^*-/-*^ compared to WT (Fig. 4C). Moreover, rzIl26 injection strongly induced *il20ra* expression in WT but failed to do so in *il20ra*^*-/-*^ larval guts (Fig. 4C), indicating effective disruption of IL-26 receptor-mediated signaling. Interestingly, *il20ra*^*-/-*^ larvae showed similar levels of EdU and γH2AX compared to WT (Fig. 4D,E; Appendix Fig. S5C). These findings support the hypothesis that IL-26 regulates epithelial cell proliferation and DNA damage in the early-life gut in a receptor-independent manner.

**Figure 4:**
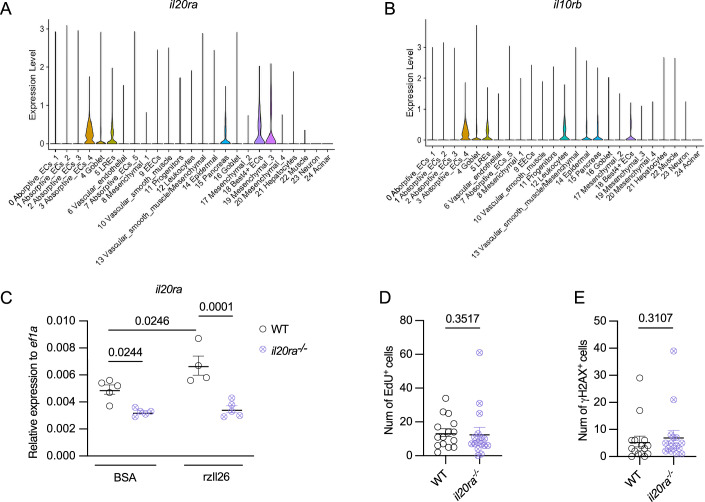
IL-26 modulation of proliferation and DNA damage in the gut is receptor-independent. (**A**, **B**) Violin plot of *il20ra* (**A**) and *il10rb* (**B**) expression in the integrated scRNA-seq dataset of WT and *il26*^*-/-*^ guts. (**C**) qRT-PCR analysis of *il20ra* in dissected guts of 5-dpf WT and *il20ra*^*-/-*^ larvae 1 h post BSA or rzIl26 administration. (**D**, **E**) Quantification of EdU staining (**E**) and γH2AX staining (**F**) in WT and *il20ra*^*-/-*^ 5-dpf posterior larval guts. Data information: (**A**,** B**) Violin plots show normalized (log-transformed) gene expression in 7420 WT cells and 5836 *il26*^*-/-*^ cells. (**C**–**E**) Data are presented as mean ± SEM. Sample sizes were as follows ((**C**): n_WT BSA_ = 5, n_WT rzIl26_ = 4, n_*il26-/-* BSA_ = 5, n_*il26-/-* rzIl26_ = 5; (**D**): n_WT_ = 15, n_*il26-/-*_ = 16; (**E**): n_WT_ = 15, n_*il26-/-*_ = 16). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by two-way ANOVA (**C**), and Mann–Whitney test (**D**, **E**). Source data are available online for this figure.

### Analysis of IL-26 receptor-independent functions

Human IL-26 protein has receptor-independent functions. For example, human IL-26 protein (hIL26) can form complexes with DNA and activate intracellular TLR9 in the absence of the IL-26 receptor (Meller et al, 2015). Since TLR9 regulates cell proliferation (Jiang et al, 2024; Parroche et al, 2016) and DNA damage (Jovasevic et al, 2024), we investigated whether rzIl26 can form DNA complexes using gel migration assays. In contrast to hIL26, incubating rzIl26 with genomic DNA (gDNA) at a concentration of 1 µM did not block DNA migration (Fig. 5A). At 10 µM, rzIL26 only partially impeded DNA migration (Fig. 5A), while at 20 µM, a clear inhibition was observed (Fig. 5B). These results reveal a weaker DNA-binding capacity of zebrafish IL-26 compared to the human counterpart.

**Figure 5:**
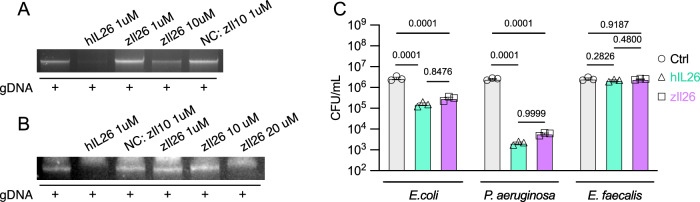
Analysis of IL-26 receptor-independent functions. (**A**, **B**) Gel migration assay of genomic DNA incubated with several cytokines. (**C**) Quantification of colony-forming units of different bacterial species after incubation with human or zebrafish IL-26 proteins at a concentration of 8 µM. Error bars show means ± SEM. Data information: (**C**) Data are presented as mean ± SEM. Sample sizes were as follows ((**C**): n = 3). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by two-way ANOVA (**C**). Source data are available online for this figure.

In addition, hIL26 exhibits intrinsic bactericidal activity, having been shown to kill *E. coli* and *P. aeruginosa* but not *E. faecalis*, at a concentration of 8 µM (Meller et al, 2015). We compared the bactericidal activity of human and zebrafish IL-26 proteins by incubating each protein at a concentration of 8 µM with these bacteria, followed by colony-forming units (CFU) analysis. Both proteins killed *E. coli* and *P. aeruginosa* to similar levels but neither protein killed *E. faecalis* (Fig. 5C). These results show that the intrinsic bactericidal activity of IL-26 is conserved in zebrafish, with similar specificity and efficacy.

### IL-26 maintains gut epithelial homeostasis by controlling the composition of the microbiota

Having found that IL-26 regulates gut epithelial cell proliferation and DNA damage in a receptor-independent manner and that zebrafish IL-26 protein has bactericidal properties, we wondered whether the lack of this function in *il26*^*-/-*^ might result in an altered microbiota composition, leading to increased proliferation and DNA damage. To uncover whether IL-26 loss leads to dysbiosis in zebrafish larval guts, we profiled the composition of the microbiota using 16S rRNA-seq on dissected guts from 5-dpf WT and *il26*^*-/-*^ larvae. Redundancy analysis (RDA) of the detected bacterial families revealed clear separation between WT and *il26*^*-/-*^ (*p-*value = 0.002, permutation test; Fig. 6A; Dataset EV5), pointing to differences in their gut bacterial communities. Indeed, several bacterial families were differentially represented in the WT compared to *il26*^*-/-*^ gut (Fig. 6B,C). Notably, *Enterobacteriaceae*, correlated with IBD in humans (Khorsand et al, 2022), were more abundant in *il26*^*-/-*^ larval guts (Fig. 6C). These data demonstrate that IL-26 shapes the composition of the gut microbiota in the zebrafish larval gut.

**Figure 6:**
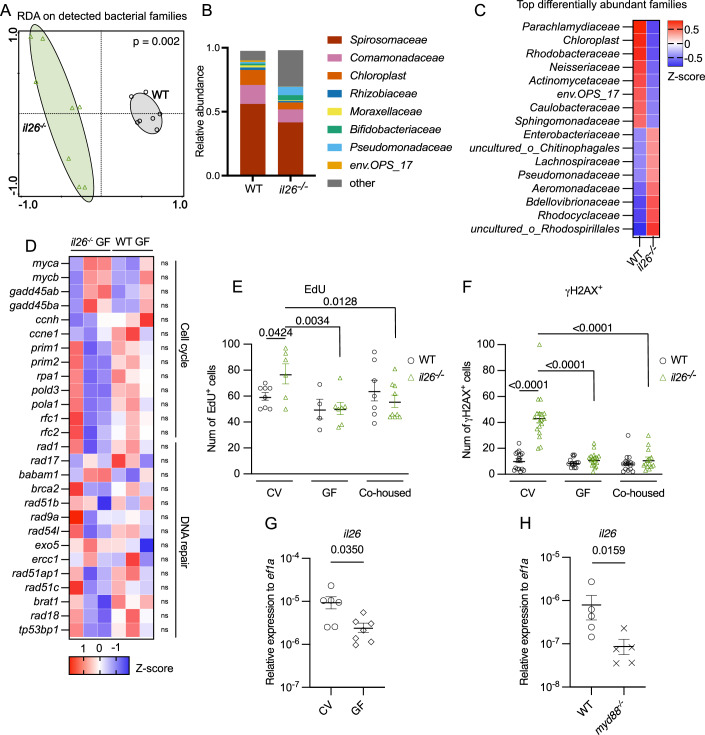
Interactions between IL-26 and the microbiota regulate epithelial proliferation and DNA damage in the larval gut. (**A**) RDA plot on the bacterial families detected by 16S rRNA-sequencing on 5-dpf WT and *il26*^*-/-*^ larval intestines. (**B**) Relative abundance of the detected bacterial families in WT and *il26*^*-/-*^ larval guts. Only families with an abundance greater than 1% in WT are shown. (**C**) Heatmap of z-scores of the relative abundance of the top differentially abundant families in WT and *il26*^*-/-*^ larval guts. (**D**) Heatmap of z-scores of genes associated with cell cycle and DNA repair in *il26*^*-/-*^ GF compared to WT GF. (**E**, **F**) Quantification of EdU staining (**E**) and γH2AX staining (**F**) in WT and *il26*^*-/-*^ larval guts reared CV, GF, or co-housed. (**G**) qRT-PCR analysis of *il26* in dissected guts of 5-dpf WT larvae reared CV or GF. (**H**) qRT-PCR analysis of *il26* in dissected guts of WT or *myd88*^*-/-*^ 5-dpf larvae. Data information: (**E**–**H**) Data are presented as mean ± SEM. Sample sizes were as follows ((**E**): n_WT CV_ = 8, n_WT GF_ = 4, n_WT Co-housed_ = 7, n_*il26-/-* CV_ = 6, n_*il26-/-* GF_ = 7, n_*il26-/-* Co-housed_ = 9; (**F**): n_WT CV_ = 17, n_WT GF_ = 14, n_WT Co-housed_ = 16, n_*il26-/-* CV_ = 18, n_*il26-/-* GF_ = 18, n_*il26-/-* Co-housed_ = 14; (**G**): n_CV_ = 6, n_GF_ = 7; (**H**): n_WT_ = 5, n_*myd88-/-*_ = 5). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by two-way ANOVA (**E**, **F**), and Mann–Whitney test (**G**, **H**). Source data are available online for this figure.

To determine the role of the microbiota in the observed phenotypes, we first performed bulk RNA-seq analysis on dissected guts from 5-dpf WT and *il26*^*-/-*^ larvae reared under germ-free (GF) *il26*^*-/-*^ conditions. 

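Guts were dissected from 5-dpf larvae that had been raised without microbes, 10 to 15 guts were pooled in each replicate, and stranded mRNA libraries were sequenced with paired-end reads from 3 WT GF and 3 *il26*-/- GF replicates. The authors aligned the reads to danRer11 and deposited the number of reads counted on each gene, without normalization, for 15419 gene symbols, of which 1837 had 0 counts in every library. The paper's text does not name the aligner, the counting tool, the annotation or whether strand was used, so counts of paralogs, overlapping genes and antisense genes are uncertain where reads were shared between them. The total counts were 21188195, 21652562 and 29399034 in WT GF replicates 1, 2 and 3, and 7528412, 38143258 and 16095605 in *il26*-/- GF replicates 1, 2 and 3. The 10 genes with the most counts held between 15.0% and 17.2% of each library. The targeted gene *il26* had 0 counts in all 6 libraries, WT GF and *il26*-/- GF alike, so its counts could not be used to check the genotypes, and the libraries are named here by their deposited labels. The smallest level that 3 counts can show was between 0.0787 and 0.398 CPM, which covers counting error only.

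Across genes, Spearman's correlation of log2 CPM was between 0.979 and 0.987 for pairs of WT GF libraries, between 0.984 and 0.989 for pairs of *il26*-/- GF libraries and between 0.980 and 0.988 for pairs across the groups, where genes are not independent replicates. No replicates held duplicate values, since a chi-square test of their counts gave at least 11.1 per degree of freedom for every pair within a group. Replicates carry the same numbers in both groups. Deviations from the group means correlated across genes by 0.18, 0.096 and 0.30 for replicates 1, 2 and 3, with a mean of 0.19, and what libraries of one number share is not known. Results are given without and with the replicate number as a block. Genes with enough counts by edgeR's default filter were kept, which left 11062 genes, counts were normalized by the TMM method, and *il26*-/- GF was compared with WT GF by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Counts were simulated from the means and depths of these libraries with 200 genes changed, and called at an adjusted p-value under 0.05. This test called 66.2% of the 65 genes changed 2-fold and all of the 64 genes changed 4-fold. It called 14.9% of the 67 genes changed 1.5-fold, among 10938 genes tested. The simulated genes took the dispersion of the trend with expression, not their own. These shares depend on the number of genes changed and do not hold for genes that vary more than the trend. In the real counts, *tgm1l4*, with a log2 fold change of 4.16, did not pass (adjusted p = 0.144 from edgeR's quasi-likelihood test).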

319 genes were upregulated and 307 downregulated in the guts of *il26*^*-/-*^ GF larvae (Dataset EV6). 

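At an unadjusted p-value under 0.05, 589 of the 11062 genes tested differed between *il26*-/- GF and WT GF guts, 338 of them higher and 251 lower in *il26*-/- GF, where 5% of the genes tested would be 553.1. There were 170 genes with an unadjusted p-value under 0.01, where 1% of the genes tested would be 110.62. After adjustment for multiple testing, 1 gene was lower and 0 genes were higher at an adjusted p-value under 0.05. With the replicate number as a block, 788 genes had an unadjusted p-value under 0.05, 419 higher and 369 lower, and 12 genes were higher and 3 lower at an adjusted p-value under 0.05. The count changed most when WT GF replicate 3 was left out, which gave 1133 genes at an unadjusted p-value under 0.05. With libraries scaled by their total counts only, 442 genes were higher and 108 lower. The normalized values of the groups did not overlap for 1066 genes, or 9.64% of those tested, where chance gives 10% for 3 libraries against 3. Of the 626 genes in the paper's Dataset EV6, 619 were tested, and 412 of these had an unadjusted p-value under 0.05 in the deposited counts. That dataset holds 307 positive and 319 negative log2 fold changes, the reverse of the counts in the paper's text. All 619 genes tested had the same sign here as in the dataset.

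**Figure D1:**
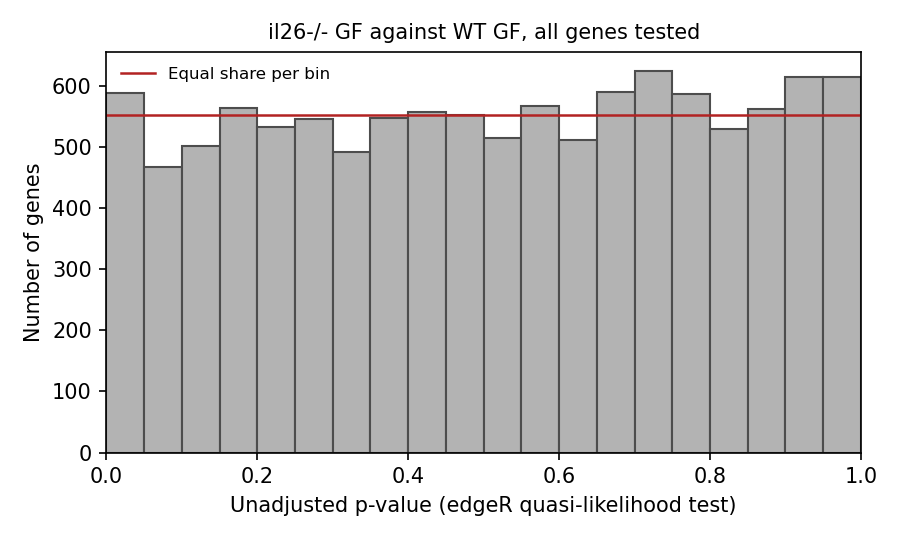
Number of genes (y axis) in each bin of the unadjusted p-value (x axis) from edgeR's quasi-likelihood test of *il26*-/- GF against WT GF; the red line is the number per bin if all 11062 p-values were spread evenly. The bin below 0.05 holds 589 genes against 553.1 at the line.

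The gene that passed the adjustment was *ipo8*, with 8.70 ± 0.382 CPM (SD, n = 3) in *il26*-/- GF and 37.0 ± 4.64 (SD, n = 3) in WT GF. Its log2 fold change was -2.09 (standard error 0.12, adjusted p = 0.00333, edgeR's quasi-likelihood test). In the GRCz12tu assembly, *ipo8* is among the 50 genes tested that lie nearest to *il26* on one side, where 17 of the 50 had an unadjusted p-value under 0.05, against 2 of the 50 nearest on the other side and 17 of the other 321 genes tested on that chromosome. Among higher genes, *scpp9* had counts of 223, 559 and 219 in *il26*-/- GF replicates 1, 2 and 3 and of 10, 2 and 0 in WT GF, with a log2 fold change of 6.66 (standard error 0.68, adjusted p = 0.0609 from edgeR). The transglutaminase gene *tgm1l4* rose by 4.16 on the log2 scale (standard error 0.52, adjusted p = 0.144 from edgeR). The slow myosin gene *smyhc2*, whose reads the counting could have split with its paralogs, rose by 1.53 (standard error 0.16, adjusted p = 0.0609 from edgeR). On a list of muscle markers that does not include *smyhc2*, 25 of 46 genes tested were higher at an unadjusted p-value under 0.05. The list was prompted by muscle genes in Dataset EV6, made from the same libraries, so its direction was known beforehand. The mean of the list overlapped between the groups' libraries and was higher in *il26*-/- GF in 3 of 3 pairs of the same replicate number. Among lower genes, *gsk3bb* had counts of 2, 9 and 3 in *il26*-/- GF and of 30, 42 and 62 in WT GF, a log2 fold change of -3.06 (standard error 0.32, adjusted p = 0.0609 from edgeR), and *ero1a* had a log2 fold change of -1.45 (standard error 0.20, adjusted p = 0.154 from edgeR). With the replicate number as a block, the adjusted p-values from edgeR were 0.00669 for *ipo8*, 0.0244 for *scpp9*, 0.0400 for *tgm1l4*, 0.0325 for *smyhc2*, 0.0677 for *gsk3bb* and 0.146 for *ero1a*. These 6 genes were chosen for the smallest p-values among genes whose groups did not overlap.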

Notably, genes related to cell cycle and DNA repair were not differentially expressed in *il26*^*-/-*^ GF compared to WT GF larvae (Fig. 6D), suggesting that the increased proliferation and DNA damage in *il26*^*-/-*^ under conventional (CV) conditions are absent in GF conditions. 

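All 13 cell cycle genes and all 14 DNA repair genes of Fig. 6D were tested, and 0 of the 27 had an unadjusted p-value under 0.05. The smallest unadjusted p-value was 0.117, for *exo5*, and the smallest adjusted p-value was 0.738 over the 27 genes and 1.00 over all genes tested, from edgeR's quasi-likelihood test. By the deposited labels, 18 of the 27 genes were higher and 9 lower in *il26*-/- GF. The column headings of Fig. 6D likely name the groups the other way. The mean correlation of its colours with the libraries was 0.990 with headings exchanged and -0.014 as printed. Log2 fold changes of cell cycle genes ranged from -0.62 for *gadd45ba* to 0.38 for *ccne1*, and those of DNA repair genes from -0.32 for *exo5* to 0.54 for *rad51ap1*. The precision differed between genes. The 95% confidence interval of the log2 fold change was -0.15 to 0.40 for *ccnh* and -0.29 to 0.28 for *ercc1*, but -2.37 to 1.14 for *gadd45ba*, and for 10 of the 27 genes it reached beyond 1 or -1. The log2 fold change was -0.37 (standard error 0.24) for *myca*, -0.22 (standard error 0.44) for *mycb*, 0.038 (standard error 0.25) for *brca2* and 0.12 (standard error 0.26) for *rad51b*. *mad1l1* and *cdkn2c*, which Fig. 1B lists for conventionally reared larvae, had log2 fold changes of 0.13 (standard error 0.26) and 0.27 (standard error 0.43).

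**Figure D2:**
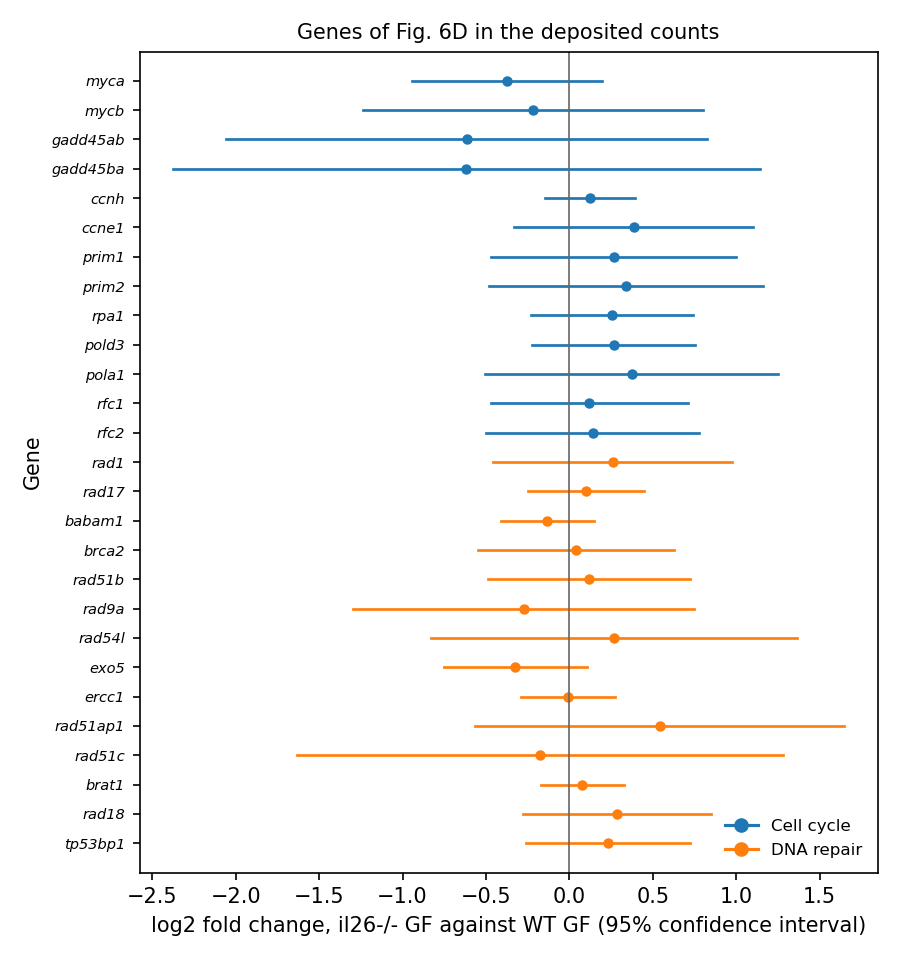
Log2 fold change of *il26*-/- GF against WT GF (x axis) of each gene of Fig. 6D (y axis), with cell cycle genes in blue and DNA repair genes in orange. Points are the estimates and lines the 95% confidence intervals from edgeR. All 27 intervals include 0, and the groups are named by the deposited labels.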

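The genes were also tested as sets, with adjustment over the 3 sets that follow. In edgeR's two-sided rotation test, roast, the 13 cell cycle genes had a mean log2 fold change of 0.034 (adjusted p = 0.609), the 14 DNA repair genes of 0.072 (adjusted p = 0.609), and a wider list of 50 proliferation genes, written before the counts were examined, of 0.16 (adjusted p = 0.609). Of this list, 40 genes were tested, 37 of them were higher in *il26*-/- GF, and 0 had an unadjusted p-value under 0.05. With the replicate number as a block, the mean log2 fold changes were 0.093, 0.13 and 0.27 in the same order (adjusted p = 0.508 for each, roast). In that fit 2 of the 27 genes had an unadjusted p-value under 0.05, *myca* and *tp53bp1*, and neither passed the adjustment over the 27 genes.

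The spread within WT GF was wide. The score of the proliferation list, which is the mean over its genes of log2 CPM centred on each gene's mean, was -0.65, -0.44 and 0.63 in WT GF replicates 1, 2 and 3, and 0.26, -0.037 and 0.23 in *il26*-/- GF replicates 1, 2 and 3. The difference between the groups was within the spread of the replicates (exact permutation test, two-sided, p = 0.5, where 0.1 is the smallest that 3 libraries against 3 allow). The score of the DNA repair genes was -0.38, -0.25 and 0.36 in WT GF and 0.16, -0.095 and 0.19 in *il26*-/- GF (p = 0.6, same exact permutation test), and that of the cell cycle genes was -0.093, -0.0081 and -0.035 in WT GF and -0.092, 0.21 and 0.017 in *il26*-/- GF (p = 0.4, same exact permutation test). The cell cycle score averaged genes that moved in opposite ways. Its replication genes, *prim1*, *prim2*, *rpa1*, *pold3*, *pola1*, *rfc1* and *rfc2*, scored -0.60, -0.41 and 0.49 in WT GF replicates 1, 2 and 3. In *il26*-/- GF they scored 0.21, 0.020 and 0.28. Of the WT GF libraries, replicate 3 was the highest for each of these genes. It was the lowest for *myca*, *mycb*, *gadd45ab* and *gadd45ba*. The mean log2 fold changes of the set average over both. The result changed with the replicate left out. Without WT GF replicate 3, 14 of the 27 genes had an unadjusted p-value under 0.05, 13 of them higher in *il26*-/- GF, 11 genes passed the adjustment over the 27 and 0 passed the adjustment over all genes. Without that library the mean log2 fold change was 0.15 (adjusted p = 0.0234, roast) for the cell cycle set, 0.39 (adjusted p = 0.0677, roast) for the DNA repair set and 0.70 (adjusted p = 0.0234, roast) for the proliferation list. Across the fits that each left out one of the other libraries, at most 1 of the 27 genes had an unadjusted p-value under 0.05, and the mean log2 fold change of the proliferation list fell as low as -0.063.

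**Figure D3:**
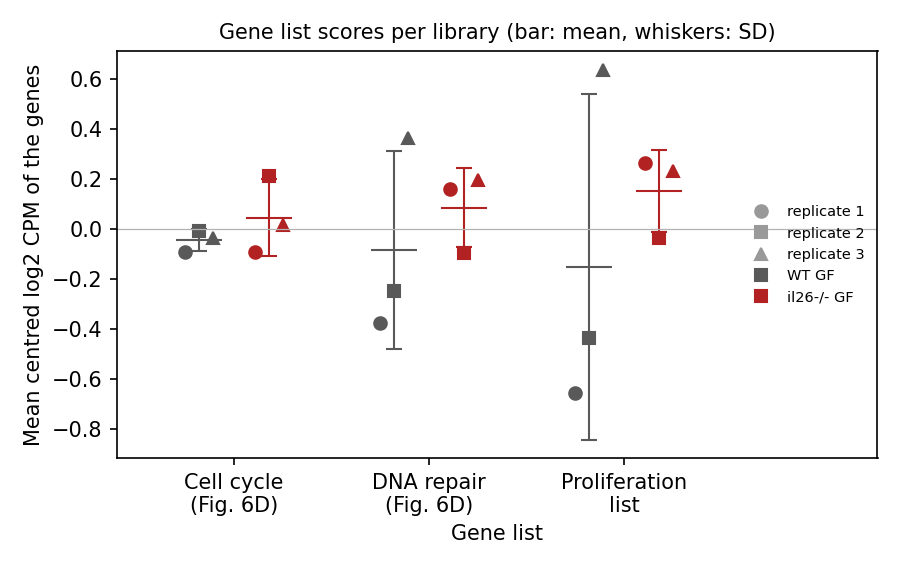
Score of each library (y axis, mean over the genes of centred log2 CPM) for the cell cycle and DNA repair genes of Fig. 6D and the proliferation list (x axis), in WT GF (grey) and *il26*-/- GF (red). Symbols show the replicate number, bars the mean and whiskers the SD of 3 libraries; WT GF replicate 3 lies at 0.63 for the proliferation list, above every other library.

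In the paper, no gene related to cell cycle or DNA repair was differentially expressed in *il26*-/- GF compared to WT GF, and from this the paper proposes that the increased proliferation and DNA damage of conventionally reared *il26*-/- larvae are absent in GF conditions.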

To validate this, we reared WT and *il26*^*-/-*^ larvae under CV or GF conditions and quantified gut cell proliferation and DNA damage. EdU- and γH2AX-positive cells were less abundant in *il26*^*-/-*^ GF compared to *il26*^*-/-*^ CV (Fig. 6E,F; Appendix Fig. S6A,B). Furthermore, *il26*^*-/-*^ GF showed similar levels of proliferation and DNA damage as WT GF. These data indicate that IL-26 suppresses cell proliferation and DNA damage in the zebrafish gut in a microbiota-dependent manner.

Next, we hypothesized that if the altered microbiota in *il26*^*-/-*^ larvae was driving the observed elevated proliferation and DNA damage, then introducing WT microbiota to *il26*^*-/-*^ larvae might rescue these phenotypes. To verify this, *il26*^*-/-*^ larvae were maintained GF until 3 dpf, then co-housed with WT CV larvae by transferring them into WT CV plates, separated by a 40 µm sterile strainer to allow microbial exchange without direct contact, until 5 dpf. Co-housed *il26*^*-/-*^ larvae displayed cell proliferation and DNA damage levels similar to those in WT CV (Fig. 6E,F; Appendix Fig. S6A,B), suggesting that WT microbiota mitigated the increased proliferation and DNA damage in *il26*^*-/-*^ larvae. Notably, co-housing WT GF with *il26*^*-/-*^ CV did not affect EdU or γH2AX levels in co-housed WT guts, indicating that WT larvae are resilient to microbial dysbiosis associated with IL-26 deficiency. Altogether, these observations suggest that *il26*-deficiency leads to dysbiosis, consequently resulting in impaired epithelial homeostasis.

### Innate sensing of the microbiota induces IL-26 expression in the larval gut

Microbial gut colonization is known to induce transcriptional changes, including cytokine expression (Fu et al, 2021; Koch et al, 2018). To determine whether the microbiota influences *il26* expression in the larval gut, mRNA levels were quantified in 5-dpf CV and GF larval guts. GF larval guts showed lower *il26* expression levels compared to WT (Fig. 6G), indicating that the microbiota induces baseline *il26* expression. To uncover the signaling pathways involved in this process, we measured *il26* in larvae deficient for Myd88, a key adaptor protein in TLR signaling (Kawai et al, 2024). *il26* expression was lower in *myd88*^*-/-*^ larval guts compared to WT controls (Fig. 6H). These results suggest that microbial colonization in the gut induces baseline *il26* expression in the zebrafish larval gut through TLR-dependent innate immune sensing.

### IL-26 protects the gut from bacterial infection

Given that bacterial infections in the gut are known to cause DNA damage and contribute to IBD and intestinal cancer (Yang et al, 2017; Pleguezuelos-Manzano et al, 2020; Prorok-Hamon et al, 2014), we examined whether IL-26 plays a role during gut bacterial infections. We infected WT and *il26*^*-/-*^ larvae via water bath immersion with mCherry-labeled *Edwardsiella tarda*, a Gram-negative bacterium that infects both zebrafish and human guts and is known to cause mortality in zebrafish larvae (Bravo-Tello et al, 2017; Ye et al, 2021; Michael and Abbott, 1993) (Fig. 7A). Live imaging revealed that *E. tarda* accumulated primarily in the mid and posterior gut at 3 days post infection (dpi) in both WT and *il26*^*-/-*^ larvae (Fig. 7B). To know whether this infection model induces *il26* expression, we quantified mRNA levels in dissected WT larval guts at 1 and 3 dpi. We found that *il26* expression was higher in 3-dpi larvae compared to uninfected controls (Fig. 7C). Next, we monitored the survival of *E. tarda*-infected WT and *il26*^*-/-*^ larvae. *il26*^*-/-*^ larvae exhibited higher mortality compared to WT upon infection (Fig. 7D). Furthermore, CFU analysis revealed higher bacterial loads in *il26*^*-/-*^ guts at 3 dpi (Fig. 7E). Together, our data demonstrate that IL-26 contributes to host defense and protects against *E. tarda* infection.

**Figure 7:**
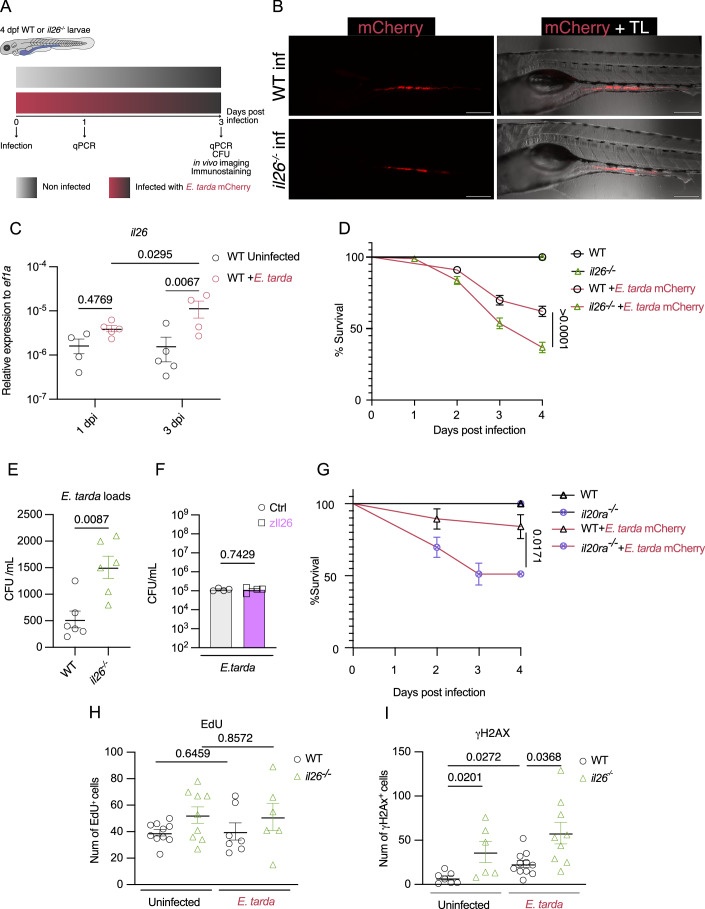
IL-26 protects the gut from *E. tarda* bacterial infection. (**A**) Schematic representation of *E. tarda* infection and subsequent analyses. (**B**) WT and *il26*^*-/-*^ larvae infected with mCherry-labeled *E. tarda* at 3 dpi. Scale bars: 200 μm. (**C**) qRT-PCR analysis of *il26* in dissected guts of WT larvae at 1 and 3 dpi. (**D**) Survival analysis of WT and *il26*^*-/-*^ larvae infected with *E. tarda*. (**E**) Quantification of colony-forming units of *E. tarda* in dissected guts of WT and *il26*^*-/-*^ larvae at 3 dpi. (**F**) Quantification of colony-forming units of *E. tarda* after incubation zebrafish IL-26 protein at a concentration of 8 µM. (**G**) Survival analysis of WT and *il20ra*^*-/-*^ larvae infected with *E. tarda*. (**H**, **I**) Quantification of EdU (**H**) and γH2AX (**I**) staining in WT and *il26*^*-/-*^ larval guts at 3 dpi. Data information: (**C**, **E**, **F**, **H**, **I**) Data are presented as mean ± SEM. Sample sizes were as follows ((**C**): 4–5; (**D**): n_WT uninfected_ = 164, n_WT infected_ = 189, n_*il26-/-* uninfected_ = 164, n_*il26-/-* infected_ = 177; (**E**): n_WT_ = 6, n_*il26-/-*_ = 6; (**F**): n_ctrl_ = 4, n_zIl26_ = 4; (**G**): n_WT uninfected_ = 12, n_WT infected_ = 19, n_*il20ra-/-* uninfected_ = 12, n_*il20ra-/-* infected_ = 43; (**H**): n_WT uninfected_ = 10, n_WT infected_ = 7, n_*il26-/-* uninfected_ = 9, n_*il26-/-* infected_ = 6; (**I**): n_WT uninfected_ = 7, n_WT infected_ = 11, n_*il26-/-* uninfected_ = 7, n_*il26-/-* infected_ = 9). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by two-way ANOVA (**C**), Gehan-Breslow-Wilcoxon test (**D**, **G**), Mann–Whitney test (**E**, **F**), and Kruskal-Wallis test (**H**, **I**). Source data are available online for this figure.

Given that zebrafish IL-26 possesses intrinsic bactericidal activity, we investigated whether its protective effect against *E. tarda* is mediated through this property. To test this, *E. tarda* was incubated with rzIl26, followed by CFU analysis (Fig. 7F). rzIl26 did not reduce bacterial viability, indicating that IL-26 protective function is not due to direct killing of *E.tarda*. This suggested that IL-26 protectes againt *E.tarda* through its receptor-mediated signaling. To test this hypothesis, we infected *il20ra*^*-/-*^ larvae and monitored survival. Similar to *il26*^*-/-*^ larvae, *il20ra*^*-/-*^ mutants displayed increased susceptibility to *E. tarda* (Fig. 7G). These findings indicate that IL-26 exerts its protective effects upon *E. tarda* infection in a receptor-dependent manner.

Next, we investigated the role of IL-26 in regulating gut epithelial proliferation and DNA damage upon *E. tarda* infection by staining WT and *il26*^*-/-*^ larvae with EdU and γH2AX at 3 dpi. *E. tarda*-infected WT and *il26*^*-/-*^ guts showed no differences in the number of EdU-positive cells compared to their respective uninfected controls (Fig. 7H; Appendix Fig. S7). Interestingly, *E. tarda* infection led to an increased number of γH2AX-positive cells in WT guts (Fig. 7I; Appendix Fig. S7), indicating that *E. tarda* infection induces DNA damage in the posterior larval gut. Moreover, infected *il26*^*-/-*^ guts exhibited greater DNA damage compared to infected WT guts. Our findings indicate that the loss of IL-26 renders gut epithelial cells more susceptible to DNA damage but does not affect their proliferation upon *E. tarda* infection.

Finally, to characterize the immune response in the gut of *il26*^*-/-*^ upon infection, we measured the expression levels of several cytokines in WT and *il26*^*-/-*^ larval guts at 3 dpi. *E. tarda* infection induced the upregulation of *il1b*, *il22*, *tnfa*, and *il10* in WT larvae (Fig. EV5A–D). Similarly, *il26*^*-/-*^ guts showed higher cytokine expression levels upon infection compared to uninfected *il26*^*-/-*^ controls. However, these cytokines showed significantly lower expression levels in infected *il26*^*-/-*^ compared to infected WT larvae.

**Figure EV5:**
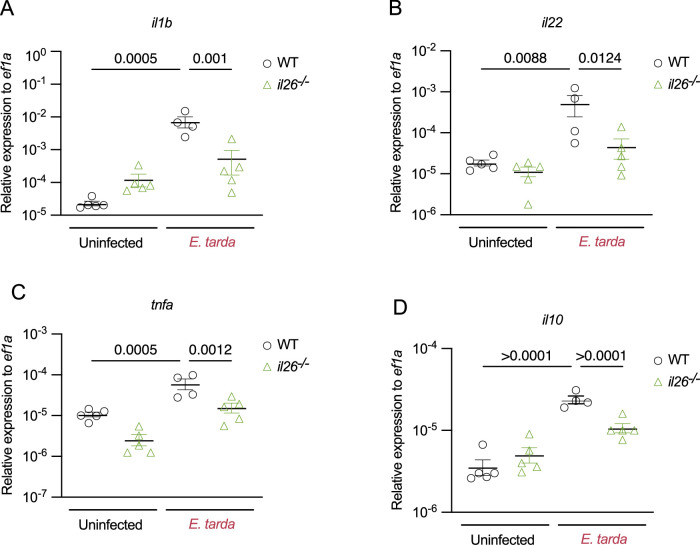
Cytokine expression in WT and *il26*^*-/-*^ larval guts following *E. tarda* infection. (**A**, **D**) qRT-PCR analysis of *il1b* (**A**), *il22* (**B**), *tnfa* (**C**), *il10* (**D**) in dissected guts of WT and *il26*^*-/-*^ at 3 dpi. Data information: (**A**–**D**) Data are presented as mean ± SEM. Sample sizes were as follows ((**A**–**D**): n_WT uninfected_ = 5, n_WT infected_ = 4, n_*il26-/-* uninfected_ = 5, n_*il26-/-* infected_ = 5). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by one-way ANOVA (**A–D**). Source data are available online for this figure.

In sum, we show that *il26*^*-/-*^ larvae are more susceptible to gut bacterial infection, exhibiting higher bacterial loads, increased DNA damage, and an impaired immune response. These findings underscore the critical role of IL-26 and IL-26 receptor-mediated signaling in maintaining gut integrity and regulating immune responses during bacterial infections.

### Innate lymphoid cells are the primary source of IL-26 in the larval gut

Having observed that IL-26-interactions with the microbiota maintain zebrafish gut epithelial homeostasis, we aimed to identify its cellular sources. We first examined *il26* expression in our scRNA-seq dataset, however, it was not detected. This is likely due to the low expression levels of *il26* at steady state as well as the low sequencing depth of current 10X genomics technologies. Since *il26* expression was induced upon inflammation (Fig. 7C), we re-analyzed a published scRNA-seq dataset from guts of larvae incubated with dextran sulfate sodium (DSS), a chemical that induces gut inflammation (Nayar et al, 2021; Data ref: Nayar et al, 2021). *il26* was mainly expressed in a population of lymphocytes characterized by the expression of novel immune-type receptor 4a gene (*nitr4a*) a specific marker of zebrafish ILCs (Hernández et al, 2018) (Fig. 8A,B). Among ILCs, IL-26 is primarily expressed by ILC3s (Cella et al, 2009; Hernández et al, 2018). To further characterize the identity of *il26*-expressing cells, we analyzed the expression of canonical ILC markers. While a small proportion of ILCs expressed ILC1 markers (*eomesa*, *tnfa*) and ILC2 markers (*gata3*, *il13*), a larger fraction expressed the ILC3 marker *rorc* (Fig. 8B). In addition, *il26*⁺ ILCs predominantly expressed *rorc*, while ILC1 and ILC2 markers were mostly undetected in these cells (Fig. 8C). These findings indicate that ILC3s are the main source of *il26* during inflammation in the larval gut.

**Figure 8:**
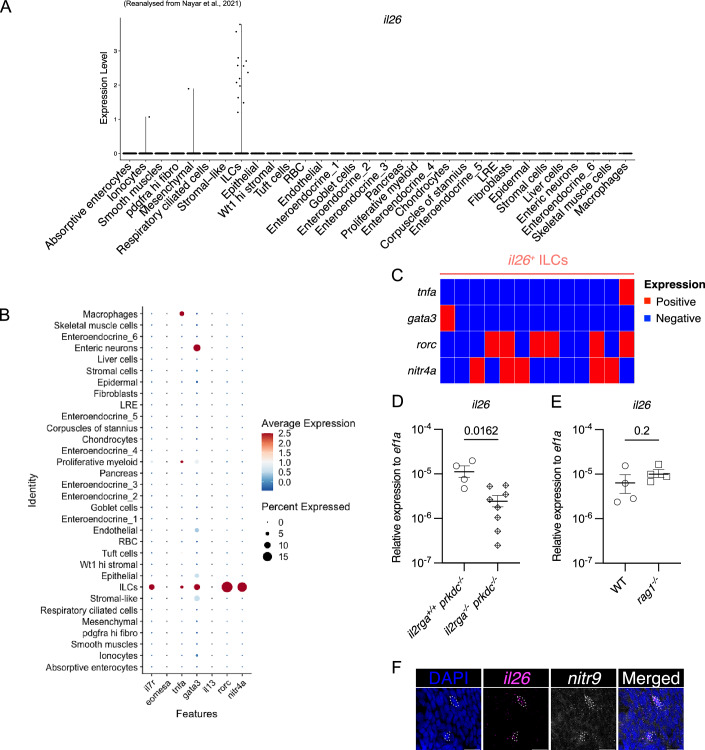
IL-26 is expressed by ILC3 in the zebrafish larval gut. (**A**) Violin plot of *il26* expression, reanalyzed from (Nayar et al, 2021). (**B**) Dot plot of ILC markers, reanalyzed from (Nayar et al, 2021). (**C**) Binary heatmap showing expression of selected genes in individual *il26⁺* ILCs. (**D**) qRT-PCR analysis of *il26* in dissected guts of *il2rga*^*+/+*^*prkdc*^*-/-*^ and *il2rga*^*-/-*^*prkdc*^*-/-*^ 5-dpf larvae. (**E**) qRT-PCR analysis of *il26* in dissected guts of WT or *rag1*^*-/-*^ 5-dpf larvae. (**F**) RNA-FISH of *il26* and *nitr9* on dissected guts of 5-dpf larvae. Scale bars: 10 μm. Data information: (**D**, **E**) Data are presented as mean ± SEM. Sample sizes were as follows ((**D**): n_*il2rga*+/+_ = 4, n_*il2rga-/-*_ = 8; (**E**): n_WT_ = 4, n_*rag1-/-*_ = 4). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann–Whitney test (**D**, **E**). Source data are available online for this figure.

To determine the contribution of ILCs to baseline *il26* expression in the zebrafish larval gut at steady state, complementary approaches were employed. First, we measured *il26* in dissected guts of 5-dpf *il2rga*^*-/-*^*prkdc*^*-/-*^ larvae, devoid of adaptive lymphocytes and ILCs (Yan et al, 2019). *il26* levels were lower in *il2rga*^*-/-*^*prkdc*^*-/-*^ compared to *il2rga*^*+/+*^*prkdc*^*-/-*^ (Fig. 8D), indicating that lymphocytes are required for *il26* expression in the larval gut. Second, we utilized *rag1*^*-/-*^ larvae, which lack adaptive lymphocytes but still possess ILCs (Petrie-Hanson et al, 2009). *il26* levels in *rag1*^*-/-*^ were similar to those in WT larvae (Fig. 8E), indicating that adaptive lymphocytes are not required for *il26* expression. Finally, to visualize *il26* expression in situ in gut ILCs, we performed RNA-FISH for *il26* and *nitr9*, a specific marker of zebrafish ILCs (Hernández et al, 2018). We detected *il26* expression in *nitr9*-positive cells (Fig. 8F). Together, our data indicate that *il26*-expressing ILCs are present in the developing zebrafish gut and are required for *il26* expression as early as 5 dpf.

## Discussion

In this study, we created the first in vivo animal model to study the impact of IL-26 loss-of-function on gut homeostasis. We report that early microbial gut colonization in zebrafish induces IL-26 production in ILCs, which shapes the composition of the microbiota and, in turn, helps maintain epithelial homeostasis (Fig. 9). Our analyses suggest that this function of IL-26 is independent of its canonical receptor complex, composed of IL10RB and IL20RA. In addition, we revealed that zebrafish IL-26 possesses intrinsic antibacterial properties, suggesting that the modulation of gut microbiota composition by IL-26 in early life is mediated through this property (Fig. 9).

**Figure 9:**
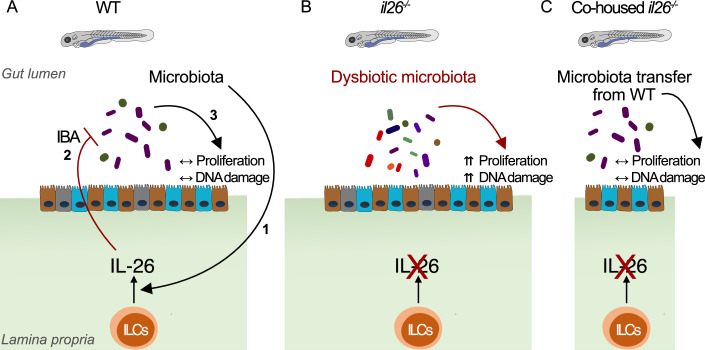
Working model. (**A**) in the developing gut of WT larvae, microbial colonization induces IL-26 expression in ILCs (1), which in turn regulates gut microbiota composition possibly through its intrinsic bactericidal activity (IBA) (2), thereby maintaining baseline levels of proliferation and DNA damage in gut epithelial cells (3). (**B**) In *il26*^*-/-*^ larvae, the loss of IL-26 IBA leads to dysbiosis, which in turn increases proliferation and DNA damage in the posterior gut epithelium. (**C**) Co-housing mediated microbiota transfer from WT to *il26*^*-/-*^ larvae rescues the high proliferation and DNA damage in *il26*^*-/-*^ gut epithelial cells.

The dysregulation of epithelial homeostasis upon IL-26 loss was marked by heightened cell proliferation in gut epithelial progenitors and elevated DNA damage in posterior absorptive enterocytes. Notably, our scRNA-seq analysis showed increased numbers of epithelial progenitors and decreased numbers of Absorptive_ECs_1 in *il26*^*-/-*^ (Fig. 2C). These observations underscore how host-microbiota interaction mediated by IL-26 differentially regulates distinct epithelial cell types, paving the way for innovative strategies for targeting the gut epithelium in a cell-specific manner.

The consequences of IL-26 loss on proliferation and DNA damage were not observed at later developmental stages in juvenile fish. This could be attributed to the maturation of the immune system in juvenile zebrafish (Lam et al, 2004) or to feeding starting at 6 dpf in the animal facility. Profiling of the microbiota in juvenile and adult *il26*^*-/-*^ fish could clarify whether the dysbiosis observed in larval stages is resolved, potentially through adaptive immunity, or whether it persists but is mitigated by compensatory mechanisms that limit its impact on the gut epithelium.

Human IL26 is an amphipathic 171-amino acid protein with 30 positively charged residues and an isoelectric point of 10.7. This cationic amphipathic nature is similar to that of classical antimicrobial peptides (AMPs). These properties allow human IL26 to bind to and penetrate bacterial membranes, which are typically negatively charged, thereby killing these bacteria by pore formation in a receptor-independent manner (Meller et al, 2015). It remains unclear which bacterial species are most susceptible to IL26. It is likely that the net surface charge of bacterial membranes plays a role in susceptibility, but this has not yet been systematically studied. In addition, human IL26 has been shown to bind to DNA. However, whether this ability is due to electrostatic interactions between negatively charged DNA and the positively charged IL26 is unclear.

Zebrafish Il26 is an amphipathic 169-amino acid protein with 34 positively charged residues and an isoelectric point of 9.51. The shared physiochemical properties between the human and zebrafish IL-26 proteins prompted us to examine the conservation of IL-26 receptor-independent functions in zebrafish. We demonstrated that zebrafish Il26 killed bacteria to similar levels as the human protein, indicating that the intrinsic bactericidal activity of human IL26 is conserved in zebrafish. Notably, despite the conserved cationic nature of IL-26 between humans and zebrafish, we found that zebrafish Il26 binds DNA with lower affinity than the human protein. Further analyses of the specific structural and physiochemical properties of human and zebrafish IL-26 proteins may identify the different domains of IL-26 that are involved in receptor binding, DNA binding, and bactericidal activity. This could pave the way for the development of IL-26-derived peptides as novel antibacterial agents, an urgent necessity given the increasing spread of antibiotic-resistant bacteria.

Given that the antimicrobial activity of IL-26 is conserved in zebrafish and that IL-26 regulates proliferation and DNA damage in a receptor-independent manner, we hypothesized that IL-26 suppresses proliferation and DNA damage in gut epithelial cells through modulating the microbiota composition. Our 16S rRNA-seq analysis demonstrated that IL-26 deficiency leads to dysbiosis in the zebrafish larval gut. In addition, co-housing-mediated microbiota transfer from WT to *il26*^*-/-*^ restored the high proliferation and DNA damage in *il26*^*-/-*^ to WT CV levels. These results support the hypothesis that an altered microbiota composition in *il26*^*-/-*^ is responsible for the elevated proliferation and DNA damage. Overall, these data suggest that the loss of IL-26 antimicrobial activity leads to dysbiosis in the gut, which in turn results in higher proliferation and DNA damage in gut epithelial cells.

Interestingly, microbiota transfer from *il26*^*-/-*^ to WT did not result in increased proliferation and DNA damage in WT. This suggests that the microbial agents responsible for the phenotypes in *il26*^*-/-*^ are not able to colonize WT gut, possibly due to the expression of IL-26 in WT. Microbiota profiling in this condition could help identify the bacterial species that are failing to colonize WT larvae, indicating a potential role for these species in inducing cell proliferation and heightened DNA damage in *il26*^*-/-*^ gut epithelial cells.

Recombinant zebrafish IL-26 administration did not lower proliferation and DNA damage levels in either WT or *il26*^*-/-*^ larvae. This finding argues against a direct and rapid transcriptional role for IL-26 in modulating these phenotypes and therefore supports the hypothesis that these phenotypes are caused by dysbiosis. This is because a single exogenous administration of rzIl26 at 5 dpf may not be sufficient to influence microbiota composition, compared to constitutive endogenous expression starting from 3 dpf, when microbial colonization begins. Further studies aiming to profile microbiota composition and deliver IL-26 using more physiologically relevant methods may be necessary to fully evaluate this possibility.

Our 16S rRNA-seq analysis revealed that IL-26 deficiency leads to an increased abundance of *Enterobacteriaceae*, a family of bacteria that includes well-known genera such as *Escherichia coli*. This bacterial family is known to colonize the human colon and is consistently enriched in IBD patients (Baldelli et al, 2021). Moreover, members of the *Enterobacteriaceae* family, such as *pks + Escherichia coli*, have been reported to produce colibactin, a genotoxin capable of alkylating DNA and inducing double-strand breaks in gut epithelial cells (Arthur et al, 2012). Interestingly, we demonstrated that zebrafish IL-26 can kill *E. coli* (Fig. 3D). However, whether the observed increase in DNA damage in the posterior gut of *il26*^*-/-*^ is directly attributable to an enrichment of DNA-damage inducing members of *Enterobacteriaceae* and whether this enrichment is a consequence of the loss of IL-26 antibacterial function warrants further investigation. This may inform the development of IL-26 supplementation as a potential therapeutic strategy for IBD patients with elevated levels of *Enterobacteriaceae*.

IBD patients carrying the *IL26* risk allele exhibit lower serum levels of IL26. Consistently, peripheral blood mononuclear cells (PBMCs) from these patients display a reduced ability to produce IL26 and to kill *E. coli* in vitro (Piñero et al, 2017). However, the gut microbiota composition of these specific patients remains uncharacterized. Investigating whether these patients exhibit dysbiosis, particularly with increased levels of *Enterobacteriaceae*, would be of interest. Notably, we observed that epithelial homeostasis in *il26*^*-/-*^ guts can be restored by the transfer of microbiota from WT to *il26*^*-/-*^ larvae, highlighting the therapeutic potential of microbiota transfer in genetically predisposed IBD patients.

The prevalence of IBD has been increasing in the young population (Zhang et al, 2023), emphasizing the critical role of a balanced gut ecosystem from early life. Our findings suggest that IL-26 deficiency can influence microbiota composition and disrupt gut homeostasis during early life. These results pave the way for investigating whether early-life IL-26 levels could serve as predictive markers for IBD, offering a significant diagnostic advantage. Furthermore, future research could explore the potential of IL-26 supplementation in at-risk young individuals as a preventive strategy against IBD.

Our findings establish that IL-26 protects the gut from bacterial infections, and that this correlates with increased bacterial loads and DNA damage as well as an impaired immune response. This study underscores the potential of using IL-26 as an agent to fight off bacterial infections in the gut.

ILCs are known to regulate gut homeostasis through cytokine production in the adult zebrafish gut (*16*). However, the emergence of ILCs in the gut during early life and their cytokine production profile were previously unknown. We report that functional ILCs appear in the larval gut as early as 5 dpf as the major source of IL-26. This study underscores the importance of ILCs and the cytokines they produce in gut homeostasis during the first steps of gut microbial colonization in early life.

In summary, our findings reveal key mechanisms by which host-microbiota interactions during early development, mediated by ILC-produced IL-26, protect against dysbiosis, excessive cell proliferation, and DNA damage in epithelial cells.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
Zebrafish	AB	NA
**Recombinant DNA**		
**Antibodies**		
anti-Mpx	GeneTex	GTX128379
Anti-Rabbit IgG–Peroxidase antibody	Sigma-Aldrich	GTX128379
Histone H2A.XS139ph (phospho Ser139) antibody (anti- γH2AX)	GeneTex	GTX127342
2F11 antibody	Abcam	ab71286
Goat Anti-Rabbit IgG H&L	Abcam	ab175471
Donkey Anti-Rabbit IgG H&L	Abcam	ab150075
**Oligonucleotides and other sequence-based reagents**		
qPCR primers	This study	Dataset EV7
sgRNA_il26KO_1	GCAGGGATTTATGGATGTCC	IDT
sgRNA_il26KO_2	GAGACAATAAACCCTTCCAT	IDT
sgRNA_il20raKO_1	TGGACGTCTCGCGGCTCAGG	IDT
sgRNA_il20raKO_2	GTGAAGTGGACGGCAGGACA	IDT
Genotype_il26KO_Fwd	GTCAAAAGTGAGGTTGTGGCA	Eurofin
Genotype_il26KO_Rev	CCATGAATGCAGCCTTCAGC	Eurofin
Genotype_il20raKO_Fwd	GTTGTGGCTGCTGTACGCTA	Eurofin
Genotype_il20raKO_Rev	GGAACAGGGTTGGGAAGCTAAA	Eurofin
16s_rRNA-seq_V3	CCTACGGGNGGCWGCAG	
16s_rRNA-seq_V4	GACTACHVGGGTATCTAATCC	
**Chemicals, enzymes and other reagents**		
Alt-R™ S.p. Cas9 Nuclease V3	IDT	1081058
FITC-dextrane	Sigma-Aldrich	FD4
Tricaine	Sigma	A5040
Proteinase K	Invitrogen	25530-049
Recombinant zebrafish IL-26 protein	Kingfisher Biotech	RP1773Z
Single Cell RNA Purification Kit	Norgen	51800
Agilent High Sensitivity DNA Kit	Agilent	5067-4626
Click-iT™ EdU Cell Proliferation Kit	Invitrogen	C10337
Click-iT™ EdU Cell Proliferation Kit	Invitrogen	C10340
Click-iT™ EdU Cell Proliferation Kit	Invitrogen	C10638
ProLong™ Gold Antifade Mountant	ThermoFisher	P36931
DNeasy PowerSoil kit	Qiagen	47014
LongAmp Taq DNA polymerase	NEB	M0323S
M-MLV Reverse Transcriptase Kit	Invitrogen	28025013
Takyon™ Kit	Takyon	UF-LPMT-C0701
**Software**		
GraphPad Prism	https://www.graphpad.com	
ImageJ	https://imagej.nih.gov/ij/index.html	
Geneious	https://www.geneious.com	
**Other**		

### Zebrafish lines and husbandry

The zebrafish lines: wild-type (AB), *TgBAC(cldn15la-GFP)* (Alvers et al, 2014)*, rag1*^*-/-*^ (Wienholds et al, 2002), *myd88*^*-/-*^ (Van Der Vaart et al, 2013), *il2rga*^*-/-*^*prkdc*^*-/-*^ (Yan et al, 2019), *il26*^*-/-*^, and *il20ra*^*-/-*^ were reared and kept in the zebrafish core facility at the Institut Curie animal facility in accordance with European Union regulations on laboratory animals using protocol numbers: APAFIS#27495-2020100614519712 v14.2.2, #2019_010 and #2022-008 (approved the French Ministry of Research). Zebrafish larvae used in collaborations with labs in other countries were maintained according to the “Acta de Aprobación 004/2021” provided by the Universidad Andrés Bello, Chile. Zebrafish embryos were collected by natural spawning of adults and were kept at 28 °C in E3 water.

### Generation of *il26*- and *il20ra*-deficient zebrafish

The coding sequence for the zebrafish interleukin-26 gene (gene name: *il26*, ENSEMBL ID: ENSDARG00000045672.6) was targeted using CRISPR/Cas9 technology with two specific sgRNAs: GCAGGGATTTATGGATGTCC and GAGACAATAAACCCTTCCAT. Interleukin-20 receptor A (gene name: *il20ra*, ENSEMBL ID: ENSDART00000043626.6) was targeted using two specific sgRNAs: TGGACGTCTCGCGGCTCAGG and GTGAAGTGGACGGCAGGACA. One-cell stage zebrafish embryos were injected with 1 nL of a mixture containing guide RNA (6.65 μM) and Cas9 protein (5 μM).

### Gut barrier integrity assay

Gut permeability was assessed by oral microgavage as previously described (Cocchiaro and Rawls, 2013), with minor modifications. Briefly, zebrafish larvae were anesthetized and mounted in 2% methylcellulose. Approximately 5 nL of a 1% FITC-dextrane solution (3000–5000 MW; Sigma-Aldrich, Cat. No. FD4) was administered by microgavage. After 15 min, larvae were imaged using a spinning disk confocal microscope. Fluorescence intensity was quantified using ImageJ software by measuring the signal within the intestinal region and in the somites located dorsally. A background fluorescence signal was measured from a region outside the larva and subtracted from the somite intensity. All values were normalized to the average fluorescence intensity of the control group.

### Neutrophil quantification

Neutrophils were quantified by whole-mount immunohistochemistry. Embryos were staged and fixed overnight at 4 °C in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS). Following fixation, embryos were washed three times for 5 min in PBS, once for 1 h in distilled water, incubated for 7 min in acetone at –20 °C, and washed again—once in distilled water and twice for 5 min in PBS containing 0.1% Tween-20 (PBST). Samples were then blocked in a solution containing 20% lamb serum, 1% dimethyl sulfoxide (DMSO), and 0.1% Tween-20 in PBS for 1 h at room temperature. Embryos were incubated overnight at 4 °C with a rabbit polyclonal anti-Mpx antibody (GeneTex, Cat. No. GTX128379) diluted 1:300 in blocking solution. After washing four times for 25 min each in PBST, samples were incubated for 30 min in blocking solution and then overnight at 4 °C with a peroxidase-conjugated anti-rabbit IgG secondary antibody (Sigma-Aldrich, Cat. No. A8275) diluted 1:100 in blocking solution. The following day, embryos were washed four times for 20 min in PBST and incubated in peroxidase substrate solution (ImmPACT DAB, Vector Laboratories, Cat. No. SK-4105) for 5 min to visualize staining. After staining, embryos were rinsed three times in PBS. Quantification of intestinal neutrophils was performed by counting stained cells in the midgut region using light microscopy.

### Genotyping

Adult zebrafish were anesthetized with tricaine (100 μg/ml, Sigma, #A5040), their tails were cut and incubated for 1 h at 56 °C with FinClip buffer (10 mM Tris, pH 8.0, 10 mM EDTA, 200 mM NaCl, 0.5% SDS) containing Proteinase K (0.2 mg/mL, Invitrogen, #25530-049). DNA was precipitated by adding 70% ethanol. The pellet was resuspended in water and the product solution was used for genotyping. Zebrafish larvae were anesthetized with tricaine, their tails were cut and incubated during 15 min at 95 °C in Base buffer (25 mM KOH, 0.2 mM EDTA). An equal volume of Neutralization buffer (40 mM Tris-HCl) was then added, and the solution was used for genotyping. *il26*^*-/-*^ fish were genotyped by gel electrophoresis using the primers: GTCAAAAGTGAGGTTGTGGCA and CCATGAATGCAGCCTTCAGC. *il20ra*^*-/-*^ fish were genotyped by sequencing using the primers GTTGTGGCTGCTGTACGCTA and GGAACAGGGTTGGGAAGCTAAA.

### Zebrafish Il26 protein injections

Injections were performed using 2 μL of recombinant zebrafish IL-26 protein (1 mg/mL, Kingfisher Biotech, #RP1773Z-025) mixed with 0.5 μL of phenol red. BSA at 1 mg/mL was used as a control.

### Bulk RNA-sequencing

10–15 guts per replicate were dissected and RNA was extracted using the Single Cell RNA Purification Kit (Norgen, #51800) following the manufacturer’s instructions. RNA integrity and concentration were analyzed on the Agilent 4200 Tapestation system using the High Sensitivity RNA ScreenTape Analysis kit (Agilent, #5067-5579). RNA sequencing libraries were prepared from 500 ng to 1 μg of total RNA using the Illumina TruSeq Stranded mRNA Library Preparation Kit. cDNA quality was checked on the Agilent 2100 Bioanalyzer using the Agilent High Sensitivity DNA Kit (Agilent #5067-4626). After quality control, libraries were sequenced with 100-bp paired-end (PE100) reads on the NovaSeq 6000 (Illumina) sequencer. Raw data were checked for quality using FastQC (v0.11.8) and aligned to the reference genome for *Danio rerio* danRer11 from the Genome Reference Consortium. Analysis was performed in R using the EdgeR (Robinson et al, 2010) and ClusterProfile (Yu et al, 2012) packages.

### Immunostaining on dissected larval guts

Larvae were incubated with 100 µM EdU in E3 for 3 h. After incubation, larvae were washed with E3. Next, the guts were dissected and fixed in 4% paraformaldehyde for 1 h at room temperature. Samples were washed twice with PBST (0.1% Triton-X100 in PBS), followed by incubation in PBS with 3% BSA for 1 h. After one wash with PBS, the samples were incubated overnight at 4 °C with primary antibodies diluted in 200 μl of PBS: γH2AX (1:200, GeneTex, #GTX127342) or 2F11 (1:200, Abcam, #ab71286). The next day, the samples were washed three times for 10 min each in PBST. They were then incubated with secondary antibodies diluted in 500 μl of PBS at 4 °C for 3 to 4 h: Goat Anti-Rabbit IgG H&L (1:500, Abcam, #ab175471) or Donkey Anti-Rabbit IgG H&L (1:500, Abcam, #ab150075). Following this, the samples were washed twice for 10 min in PBST, and then washed three more times for 10 min in PBS. The Click-iT™ EdU Cell Proliferation Kit (Invitrogen, #C10337, #C10340, #C10638) was used according to the manufacturer’s instructions. Samples were washed twice in PBS for 10 min. The dissected guts were then mounted with ProLong™ Gold Antifade Mountant (ThermoFisher, #P36931). Images were acquired using the Upright Spinning Disk Confocal Microscope (Roper/Zeiss) with a 63X objective (63x/1.4 OIL DICII PL APO, 420782-9900). Multi-dimensional imaging of the posterior gut was performed to encompass the entire intestinal tube. Quantification was carried out in ImageJ. Representative images show a single z-plane.

### Gut length analysis in larvae

Larvae were anesthetized with tricaine and mounted in 3% methylcellulose for live imaging. Gut length was measured from the intestinal bulb to the end of the intestine at the anal pore. The analysis was done in ImageJ.

### Adult body length measurements

Adult fish were anesthetized with tricaine. Body length was measured from the head to the tail, excluding the tail fin using a ruler.

### Single-cell RNA-sequencing

10 guts from 5 dpf larvae were dissected and placed in 200 μL of a dissociation cocktail (1 mg/mL fresh collagenase A, 40 μg/mL proteinase K, and 0.25% trypsin in PBS) at 37 °C for 30 min. 50 guts were dissected per condition for a total of 5 replicate tubes per condition. Cells were centrifuged at 300 RCF for 15 min at 4 °C. The pellet was resuspended in 200 μL PBS with 0.04% non-acetylated BSA. Replicates were pooled and filtered through a 40 μm cell strainer (Fisherbrand, #22363547). Samples were centrifuged at 300 RCF for 15 min at 4 °C and resuspended with in 50 ul of PBS with 0.04% non-acetylated BSA. To isolate live cells, an OptiPrep™ Density Gradient Medium (Sigma, #D1556-250ML) was used. A 40% (w/v) iodixanol working solution was prepared by mixing 2 volumes of OptiPrep™ with 1 volume of 0.04% BSA in 1X PBS/DEPC-treated water. This working solution was used to create a 22% (w/v) iodixanol solution in the same buffer. The cell suspension was mixed with one volume of the working solution and 0.45 volume of the cell suspension via gentle inversion, transferred to a 15 mL conical tube, and topped up to 6 mL with the working solution. This solution was overlaid with 3 mL of the 22% iodixanol, and then with 0.5 mL of PBS with 0.04% BSA. Samples were centrifuged at 800 RCF for 20 min at 20 °C. Viable cells were collected from the top interface, diluted in PBS with 0.04% BSA, and centrifuged at 300 RCF for 10 min at 4 °C. The supernatant was discarded, and the cells were resuspended in PBS with 0.04% non-acetylated BSA to reach the desired concentration. Cells were loaded onto a 10× Chromium instrument (10× Genomics) and libraries were prepared using the Single Cell 3′ Reagent Kit (V2 chemistry) (10× Genomics) according to the manufacturer’s instructions. The sequencing coverage was approximately 100,000 reads per cell. Data analysis was performed using the Seurat package in R (Hao et al, 2024).

### Gel migration assay to determine DNA-binding ability of IL-26

Genomic zebrafish DNA was mixed with different cytokines at a final concentration of 3 ng/µl. Samples were loaded onto a 1.5% agarose gel for electrophoretic migration.

### Antimicrobial assay

The following bacterial strains were used: *Pseudomonas aeruginosa*, *Escherichia coli*, *Enterococcus faecalis*, and *Edwarsiella tarda*. Bacteria were cultured at 37 °C overnight in trypticase soy broth with 10 mM NaCl. Samples were subcultured for an additional 3 h to achieve mid–logarithmic phase growth. Bacterial concentrations were measured by spectrophotometry at 620 nm and diluted to a final concentration of 10^5^ CFU/ml, after which they were incubated at 37 °C for 24 h under low-ionic-strength conditions (10 mM NaCl). Human or zebrafish IL-26 were added to these cultures to test their antimicrobial activity. After 24 h, serial dilutions of bacterial cultures were plated onto lysogeny broth (LB) agar plates overnight. The number of colonies was counted manually.

### Generation of germ-free larvae and co-housing experiments

Fertilized zebrafish eggs were treated with bleach (0.05%) for a maximum of 2 min at 3 to 4 h post fertilization and then washed twice with sterile E3 medium for 5 min. Embryos were incubated in chlorine hypochlorite (0.003%) for 20 min. After washing, embryos were transferred to sterile E3 medium containing ampicillin (200 μg/mL), kanamycin (5 μg/mL), ceftazidime (200 μg/mL), and chloramphenicol (20 μg/mL) and placed at 28 °C in isolated containers. The medium was renewed daily under sterile conditions until the day of sample collection. Sterility was monitored every 2 days by incubating fish water in TBS media for 24 h at 37 °C. Co-housing experiments were performed by transferring GF larvae to containers with CV larvae, separated by a sterile strainer (Fisherbrand, #22363547).

### Microbial DNA extraction and 16S rRNA sequencing

20 guts from WT and *il26*^*-/-*^ 5 dpf larvae per replicate were dissected. Bacterial DNA was isolated using the DNeasy PowerSoil kit (Qiagen, #47014). Amplification and barcoding was performed using V3-V4 primers (V3: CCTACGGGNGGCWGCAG; V4: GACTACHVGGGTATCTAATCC) using the LongAmp Taq DNA polymerase (NEB, M0323S) using the following PCR program: 94 °C 30 s, 30x (94 °C 30 s, 54 °C 1 min, 65 °C 40 s), 65 °C 10 min, 12 °C. After PCR clean-up (Invisorb Fragment CleanUp; Invitek 1020300300) samples were sequenced using Oxford Nanopore (MinION) using the ligation sequencing kit V14 (SQK-LSK114) and R10.4.1 flow cell. The raw sequencing data (pod5 files) were basecalled to fastq files using the super accuracy model of Dorado v0.5.3. (Oxford Nanopore Technologies, 2024). Reads were demultiplexed and subsequently filtered by size, retaining those with lengths ranging from 300 to 700 base pairs. Demultiplexed reads were analyzed with Qiime2 (Bolyen et al, 2019), using DADA2 for ASV calling and the Silva database version 138 for taxonomic classification. Redundancy analysis was done with Canoco 5.15 (Braak and Smilauer, 2012) with bacterial microbiota composition (relative abundance at the family level) as response variables, after transforming with the formula log (1000*relative_abundance + 1). RDA *p*-values were determined through permutation testing (500 permutations).

### Quantitative real-time PCR

10 guts per replicate were dissected and RNA was extracted using the Single Cell RNA Purification Kit (Norgen, #51800) following the manufacturer’s instructions. Synthesis of cDNA was performed using the M-MLV Reverse Transcriptase Kit (Invitrogen, #28025013). qPCR was carried out using the Takyon™ Kit (Takyon, #UF-LPMT-C0701) on a Thermo ABI ViiA 7 Real-Time PCR System (Thermo Applied Biosystems). The primers used are listed in Dataset EV7.

### *E. tarda* infections

*Edwarsiella tarda* FL60 (provided by Dr. Phillip Klesius (USDA, Agricultural Research Service, Aquatic Animal Health Research Unit) were grown in TSB medium + tetracycline (15 μg/mL) at 28 °C overnight. A 1:100 dilution was performed, and the bacteria were grown to reach OD600 = 0.250. The bacteria were then centrifuged at 3500 RCF for 5–10 min and resuspended in E3 water to achieve OD600 = 0.250. 6 ml of the bacterial suspension in E3 were added to six larvae for 5 h at 28 °C. Larvae were washed three times with E3 water. Survival was monitored every 12 h for 3 days post-infection. Images were acquired with the THUNDER Imager Model Organism microscope (Leica). mCherry area and mean intensity were determined using ImageJ.

### Colony-forming units (CFU) analysis from larval guts

Five guts were dissected per replicate in 100 µL of PBS. The tissue was dissociated by vortexing. 1:10 dilution was prepared, and 20 µL of the diluted sample was spread onto LB-agar plates supplemented with tetracycline (15 µg/mL). Plates were incubated overnight at 37 °C, and colonies were counted manually.

### HCR™ RNA-FISH

HCR probes for zebrafish *il26* and *nitr9* were purchased from Molecular Instruments. The staining was performed according to the manufacturer’s guidelines with the following optimizations: guts were dissected and fixed in 4% paraformaldehyde for 1 h at room temperature. After completing the staining protocol, the dissected guts were mounted with ProLong™ Gold Antifade Mountant (ThermoFisher, #P36931). Images were acquired using the Upright Spinning Disk Confocal Microscope (Roper/Zeiss) with a 63X objective (63x/1.4 OIL DICII PL APO, 420782-9900).

### Statistical analysis

Statistical analyses were performed using RStudio or GraphPad Prism. Specific statistical tests and significance levels are detailed in the respective figure legends.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Appendix Figure Source Data

Expanded View Figures

## Data Availability

The datasets and computer code produced in this study are available in the following databases: RNA-seq profiling of dissected guts from 5-day post-fertilization WT and *il26*^*-/-*^ zebrafish larvae: Gene Expression Omnibus GSE300679. RNA-seq profiling of dissected guts from 5-day post-fertilization WT and *il26*^*-/-*^ zebrafish larvae reared germ-free: Gene Expression Omnibus GSE300682. RNA-seq profiling of dissected guts from 5-day post-fertilization WT zebrafish larvae 1 h post injection with BSA or recombinant zebrafish IL-26: Gene Expression Omnibus GSE300683. scRNA-seq profiling of dissected guts from 5-day post-fertilization WT and *il26*^*-/-*^ zebrafish larvae.: Gene Expression Omnibus GSE300684. 16s rRNA-seq data of dissected guts from 5-day post-fertilization WT and *il26*^*-/-*^ zebrafish larvae. The European Nucleotide Archive PRJEB90068. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00588-w.

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 1 — Appendix

## Table of content

|                                                                                                                                |   |
|--------------------------------------------------------------------------------------------------------------------------------|---|
| <b>Appendix Figure S1.</b> <i>il26</i> is expressed in the zebrafish larval gut.....                                           | 2 |
| <b>Appendix Figure S2.</b> Generation of <i>il26</i> -defecient zebrafish.....                                                 | 3 |
| <b>Appendix Figure S3.</b> rzIl26 administration does not influence proliferation and DNA damage in the larval gut.....        | 4 |
| <b>Appendix Figure S4.</b> <i>il26</i> <sup>-/-</sup> adult fish do not display overt phenotypes.....                          | 5 |
| <b>Appendix Figure S5.</b> Generation of <i>il20ra</i> -defecient zebrafish.....                                               | 6 |
| <b>Appendix Figure S6.</b> Immunostaining in WT and <i>il26</i> <sup>-/-</sup> larval guts reared CV, GF, or cohoused...       | 7 |
| <b>Appendix Figure S7.</b> Immunostaining in WT and <i>il26</i> <sup>-/-</sup> larval guts upon <i>E. tarda</i> infection..... | 8 |

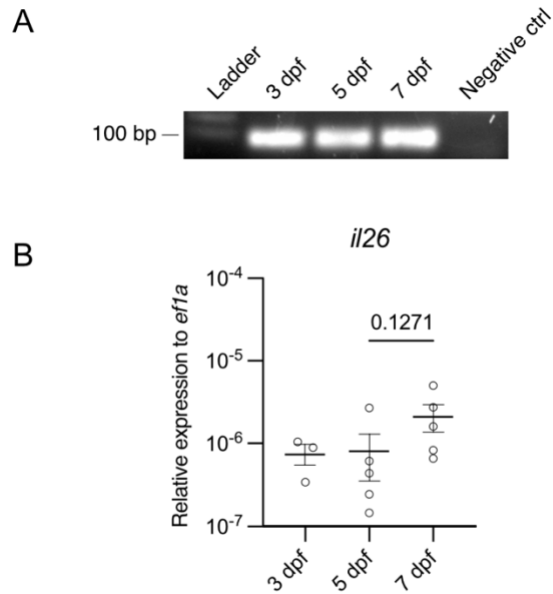

**Appendix Figure S1. *il26* is expressed in the zebrafish larval gut.** (A) RT-PCR analysis of *il26* expression in zebrafish larvae at 3, 5, and 7 dpf. A PCR product of the expected size (~100 bp) was detected at all time points. (B) qRT-PCR analysis of *il26* in dissected guts of WT at 3, 5, and 7 dpf. Data information: (B) Data are presented as mean  $\pm$  SEM. Sample sizes were as follows (B:  $n_{3dpf} = 3$ ,  $n_{5dpf} = 5$ ,  $n_{7dpf} = 5$ ). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Kruskal-Wallis test (B). Source data are available online for this figure.

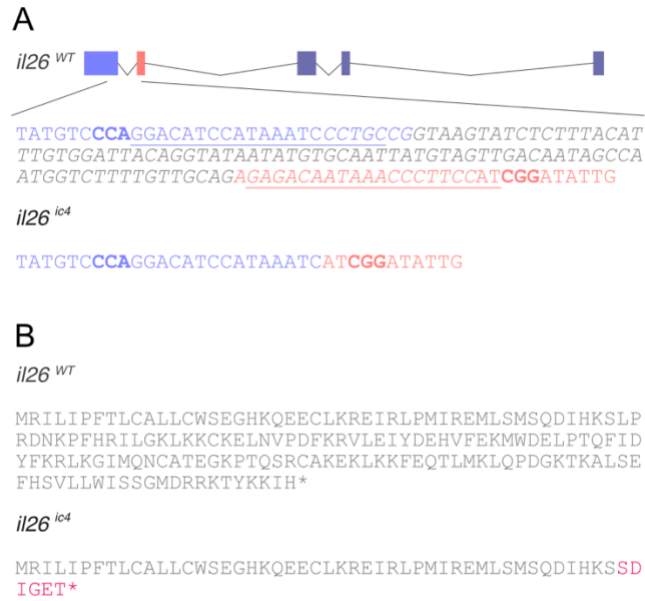

**Appendix Figure S2. Generation of *il26*-deficient zebrafish.** (A) Schematics and DNA sequence of the WT and mutant zebrafish *il26* alleles. The single guide RNA (sgRNA) target sites are underlined. The protospacer adjacent motif (PAM) sequences are indicated in bold. The deleted nucleotides in *il26*<sup>ic4</sup> are highlighted in *italics*. Our approach resulted in a 110-bp deletion across exon 1 and exon 2 of the zebrafish IL-26 gene (*il26*<sup>ic4</sup>). (B) The predicted protein sequence of *il26*<sup>ic4</sup> consisting of 53-amino acids.

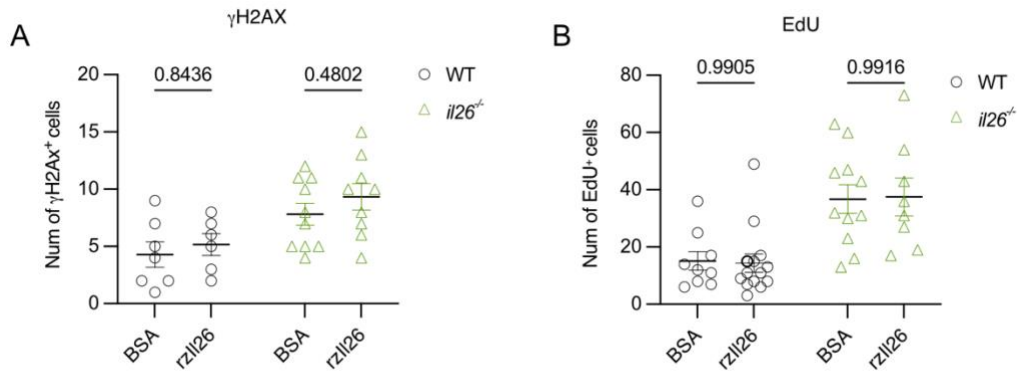

**Appendix Figure S3. rzII26 administration does not influence proliferation and DNA damage in the larval gut.** (A, B) Quantification of  $\gamma$ H2AX (A) and EdU (B) staining in WT and *il26*<sup>-/-</sup> posterior larval guts following rzII26 administration. Data information: (A, B) Data are presented as mean  $\pm$  SEM. Sample sizes were as follows (A: n<sub>WT BSA</sub> = 7, n<sub>WT rzII26</sub> = 6, n<sub>*il26*<sup>-/-</sup> BSA</sub> = 10, n<sub>*il26*<sup>-/-</sup> rzII26</sub> = 9; B: n<sub>WT BSA</sub> = 9, n<sub>WT rzII26</sub> = 14, n<sub>*il26*<sup>-/-</sup> BSA</sub> = 11, n<sub>*il26*<sup>-/-</sup> rzII26</sub> = 8). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by 2way ANOVA (A, B). Source data are available online for this figure.

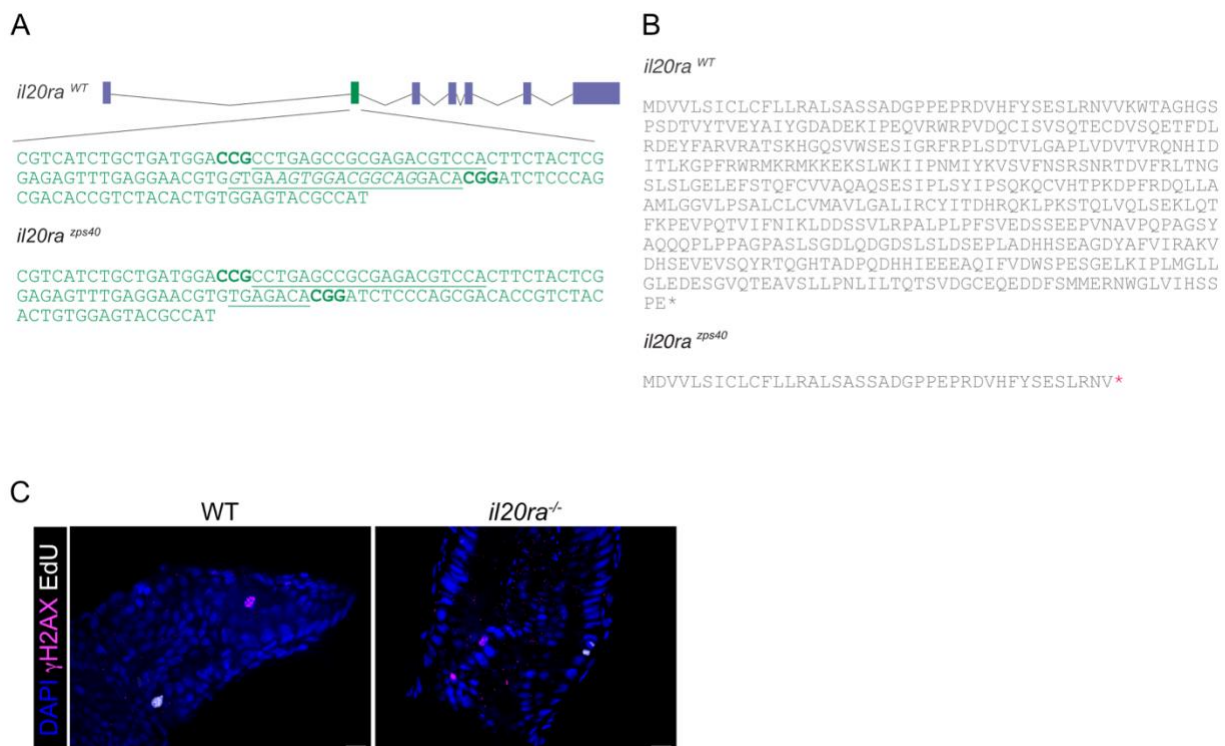

**Appendix Figure S5. Generation of *il20ra*-deficient zebrafish.** (A) Schematics and DNA sequence of the WT and mutant zebrafish *il20ra* alleles. The single guide RNA (sgRNA) target sites are underlined. The protospacer adjacent motif (PAM) sequences are indicated in bold. The deleted nucleotides in *il20ra*<sup>zps40</sup> are highlighted in *italics*. This led to a deletion in the 2nd exon of the zebrafish *il20ra* gene (*il20ra*<sup>aps40</sup>). (B) The predicted protein sequence for *il20ra*<sup>zps40</sup> consisting of 40 amino acids. (C) Representative images of EdU and  $\gamma$ H2AX staining in WT and *il20ra*<sup>-/-</sup> 5-dpf larval guts. Scale bars: 10  $\mu$ m. Source data are available online for this figure.

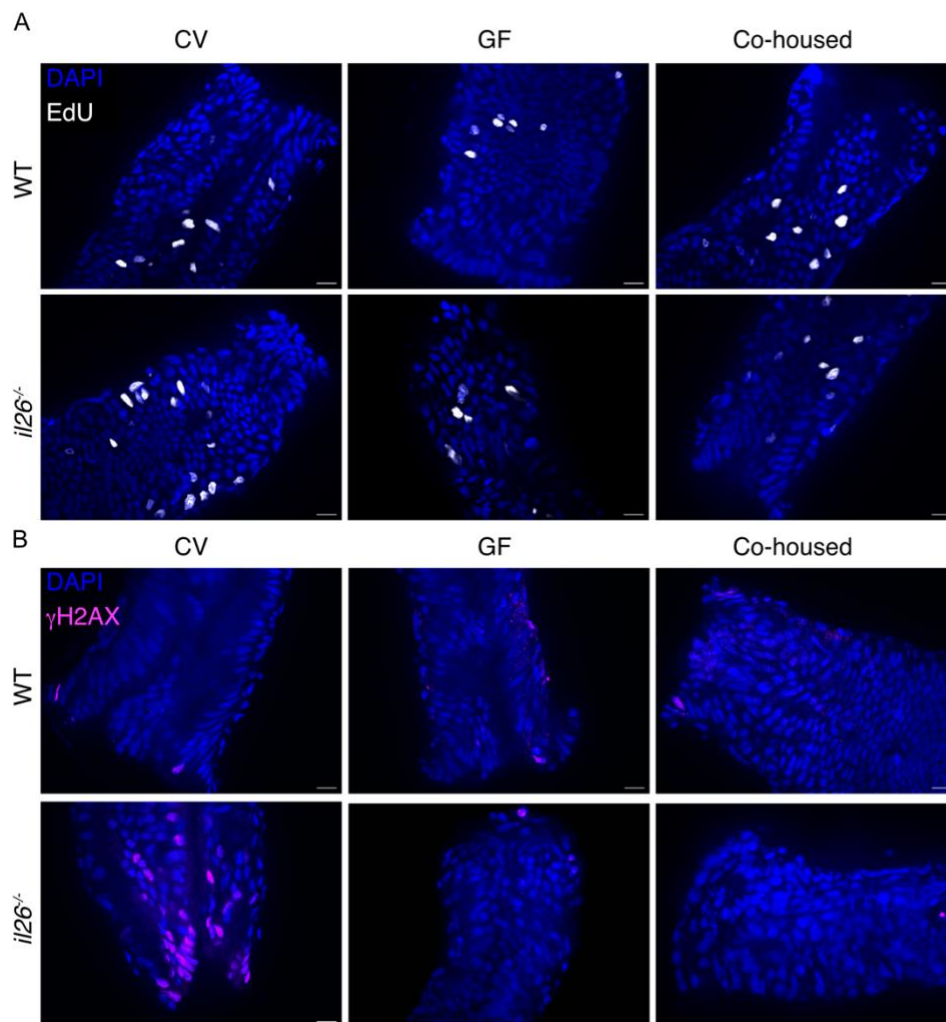

**Appendix Figure S6. Immunostaining in WT and *il26*<sup>-/-</sup> larval guts reared CV, GF, or cohoused. (A, B)** Representative images of EdU (A) and  $\gamma$ H2AX staining (B) in WT and *il26*<sup>-/-</sup> larval guts reared CV, GF, or cohoused. Scale bars: 10  $\mu$ m. Source data are available online for this figure.

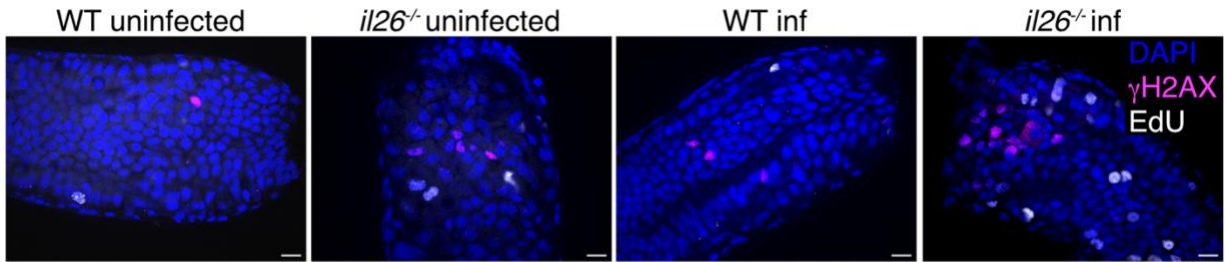

**Appendix Figure S7. Immunostaining in WT and *il26*<sup>-/-</sup> larval guts upon *E. tarda* infection.** Representative images of EdU and  $\gamma$ H2AX staining in WT and *il26*<sup>-/-</sup> at 3 dpi. Scale bars: 10  $\mu$ m. Source data are available online for this figure.

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 3 — Dataset EV1

DEGs in il26KO guts compared to WT

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 4 — Dataset EV2

DEGs in WT in jected with rzIl26 compared to WT injected with BSA

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 5 — Dataset EV3

Genotype proportions of adult fish from a heterogeneous +/- incross

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 6 — Dataset EV4

Marker genes identified from graph-based clustering of WT and il26-/- single-cell transcriptomes.

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 7 — Dataset EV5

This dataset contains relative abundance profiles of bacterial taxa identified by 16S rRNA gene sequencing in wild-type and il26-deficient zebrafish larvae, presented at multiple taxonomic levels from domain to species.

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 8 — Dataset EV6

DEGs in il26KO guts compared to WT  when reared germ-free

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 9 — Dataset EV7

List of primers used to quantify gene expression

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 10 — Source data Fig. 1

1st channel: DAPI2nd channel: yH2AX3rd channel: EdU

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 11 — Source data Fig. 3

1st channel: 2F112nd channel: DAPI3rd channel: yH2AX

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 11 — Source data Fig. 3

1st channel: DAPI2nd channel: yH2AX3rd channel: cldn15a-GFP

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 16 — Source data Fig. 8

1st channel: DAPI2nd channel: nitr93rd channel: il26

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 18 — Figure EV3 Source Data

1st channel: cldn15a-GFP2nd channel: DAPI3rd channel: EdU

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 21 — Appendix Figure Source Data

1st channel: DAPI2nd channel: EdU3rd channel: yH2AX

# Supplementary material for: IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition
**Source:** EMBO J. 2025 Oct 22;44(23):6832–56. doi: 10.1038/s44318-025-00588-w
**Supplement:** Supplementary file 22 — Expanded View Figures

Expanded View Figures

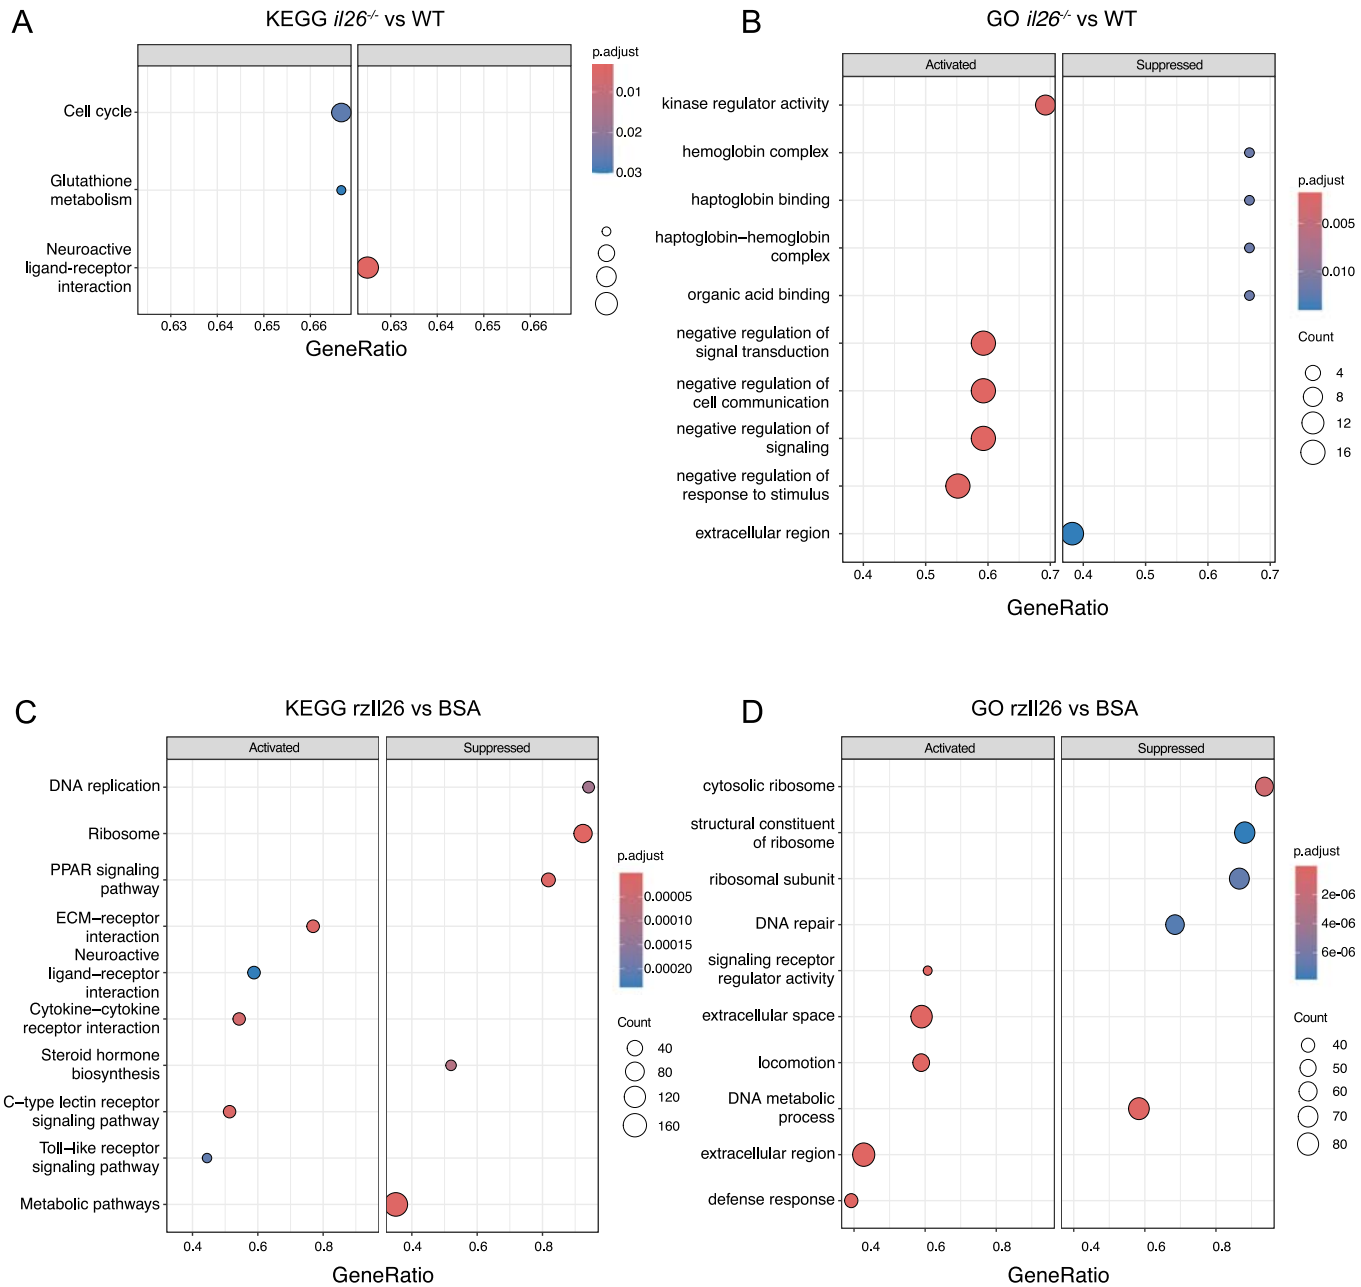

**Figure EV1. Gene set enrichment analyses in IL-26 loss-of-function and overexpression datasets.**

(A, B) KEGG pathway (A) and GO analysis (B) in the loss-of-function dataset. (C, D) KEGG pathway (C) and GO analysis (D) in the overexpression dataset. Statistical significance was determined by Kolmogorov-Smirnov-like permutation test using the ClusterProfile package in R.

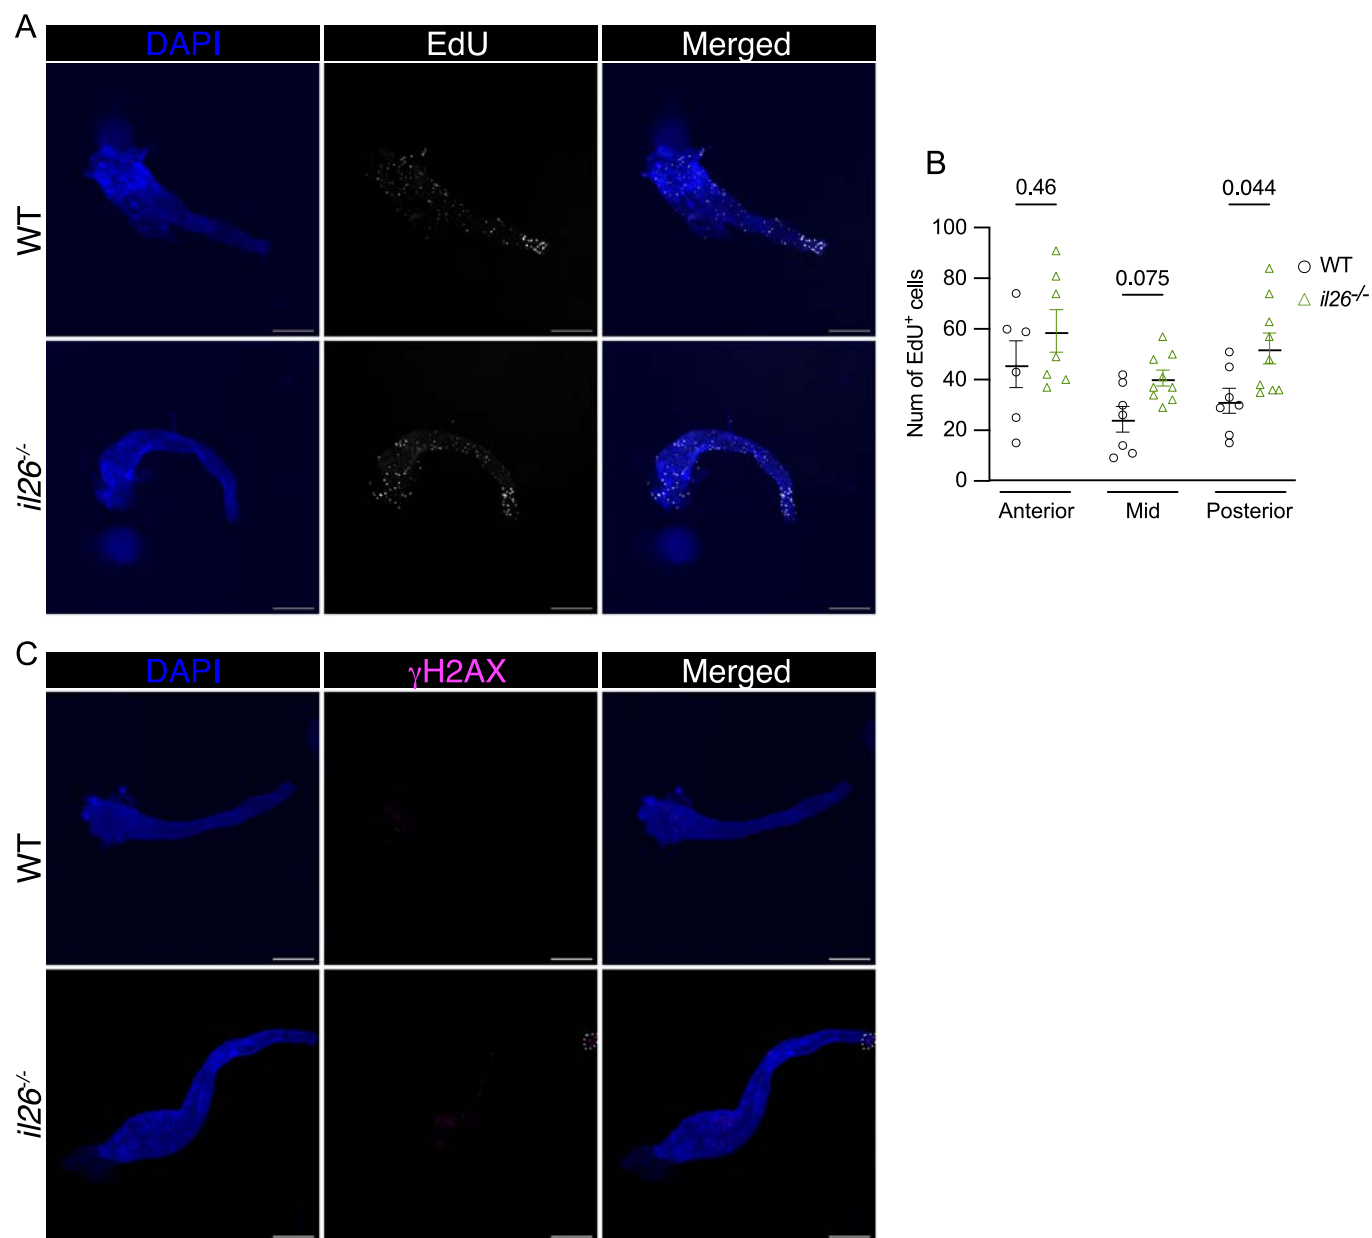

**Figure EV2. IL-26 loss increases proliferation in the mid and posterior gut and DNA damage in the posterior gut in zebrafish larvae.**

(A) Representative images of EdU staining in WT and *il26*<sup>-/-</sup> 5-dpf larval guts. Scale bars: 200  $\mu$ m. (B) Quantification of EdU staining in gut segments of WT and *il26*<sup>-/-</sup> 5-dpf larvae. (C) Representative images of  $\gamma$ H2AX staining in WT and *il26*<sup>-/-</sup> 5-dpf larval guts. Scale bars: 200  $\mu$ m. Data information: (B) Data are presented as mean  $\pm$  SEM. Sample sizes were as follows ((B):  $n_{WT} = 7$ ,  $n_{il26^{-/-}} = 8$ ). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann-Whitney test (B). Source data are available online for this figure.

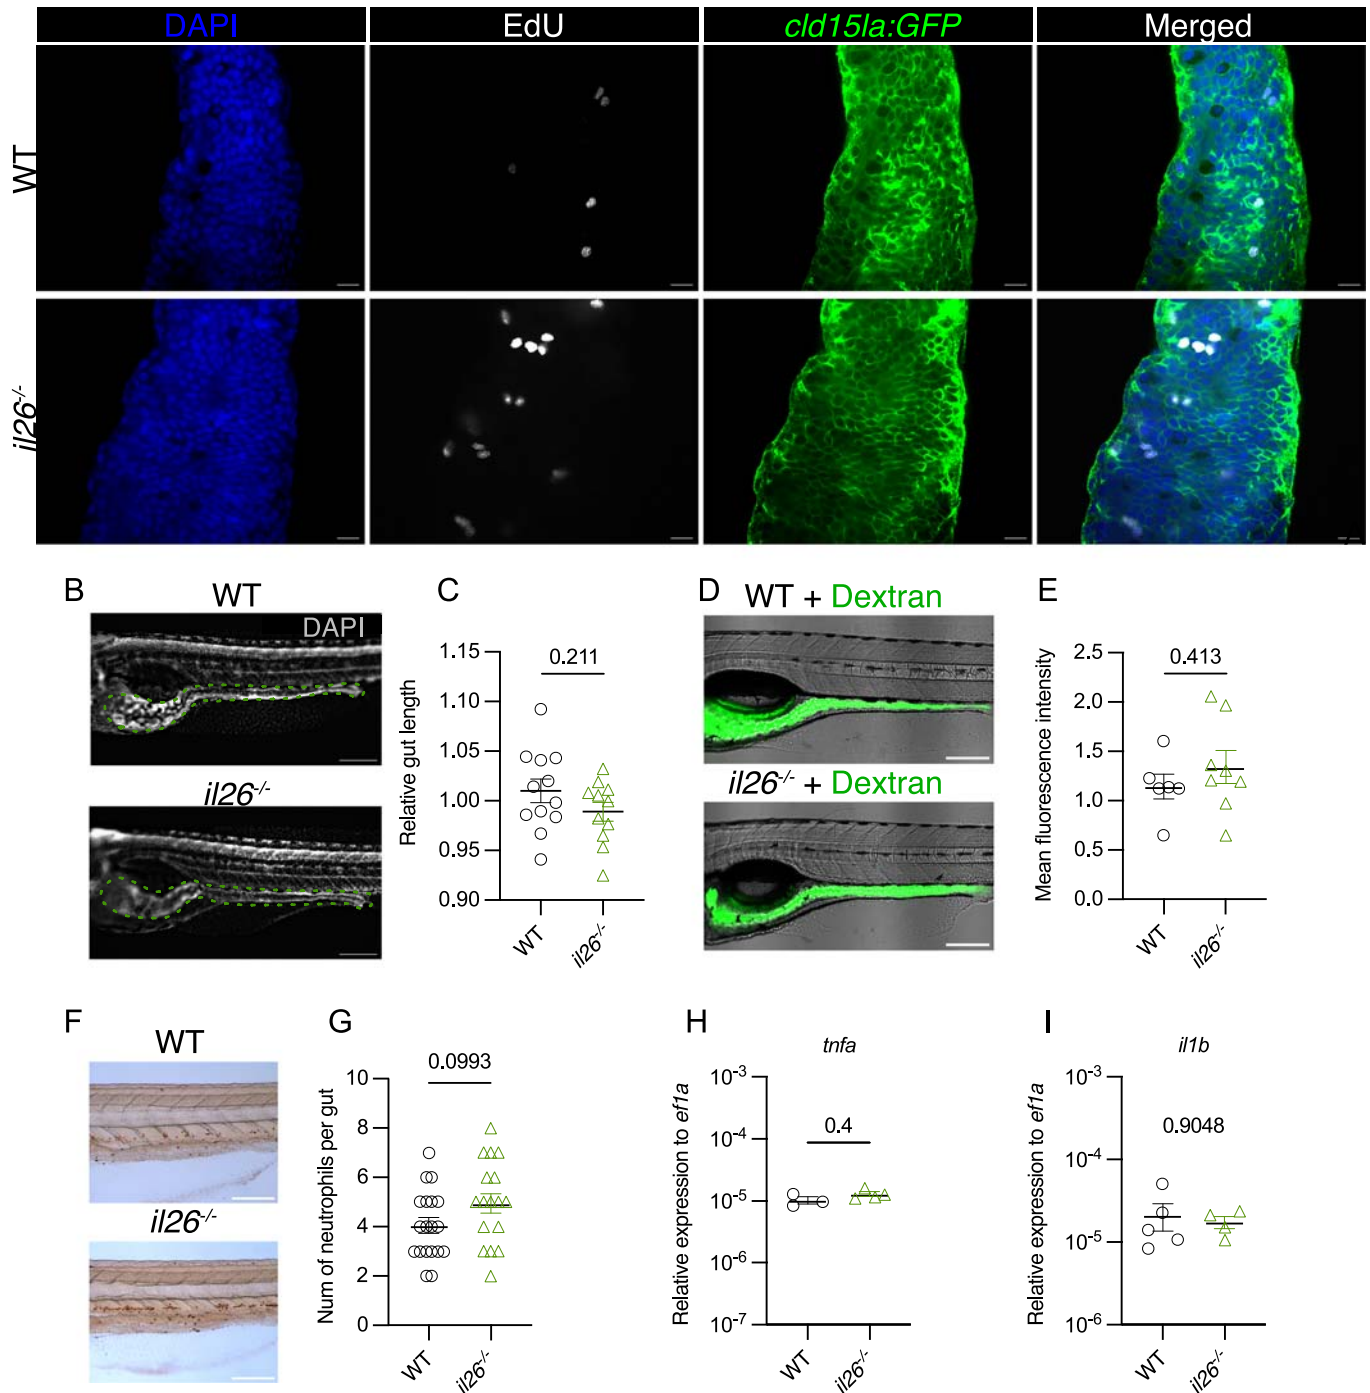

**Figure EV3. Characterization of *il26*<sup>-/-</sup> zebrafish larvae.**

**(A)** EdU staining of 5-dpf *TgBAC(cldn15la-GFP)* larvae in WT and *il26*<sup>-/-</sup> genetic backgrounds. Scale bars: 10  $\mu$ m. **(B, C)** Images of WT and *il26*<sup>-/-</sup> larvae **(B)** and their gut length **(C)**. Scale bars: 200  $\mu$ m. **(D, E)** Representative images **(D)** of intestinal barrier integrity analysis in WT and *il26*<sup>-/-</sup> assessed by fluorescence intensity of orally gavaged FITC-dextran in the dorsal somites **(E)**. Scale bars: 200  $\mu$ m. **(F, G)** Representative images **(F)** and quantification **(G)** of neutrophil staining in WT and *il26*<sup>-/-</sup>. Scale bars: 100  $\mu$ m. **(H, I)** qRT-PCR analysis of *tnfa* **(H)** and *il1b* **(I)** in dissected guts of WT or *il26*<sup>-/-</sup>. Data information: **(C, E, G, H)** Data are presented as mean  $\pm$  SEM. Sample sizes were as follows **((C):**  $n_{WT} = 12$ ,  $n_{il26^{-/-}} = 11$ ; **(E):**  $n_{WT} = 6$ ,  $n_{il26^{-/-}} = 8$ ; **(G):**  $n_{WT} = 19$ ,  $n_{il26^{-/-}} = 18$ ; **(H):**  $n_{WT} = 3$ ,  $n_{il26^{-/-}} = 4$ ; **(I):**  $n_{WT} = 5$ ,  $n_{il26^{-/-}} = 4$ ).  $n$  represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann-Whitney test **(C, E, G, H)**. Source data are available online for this figure.

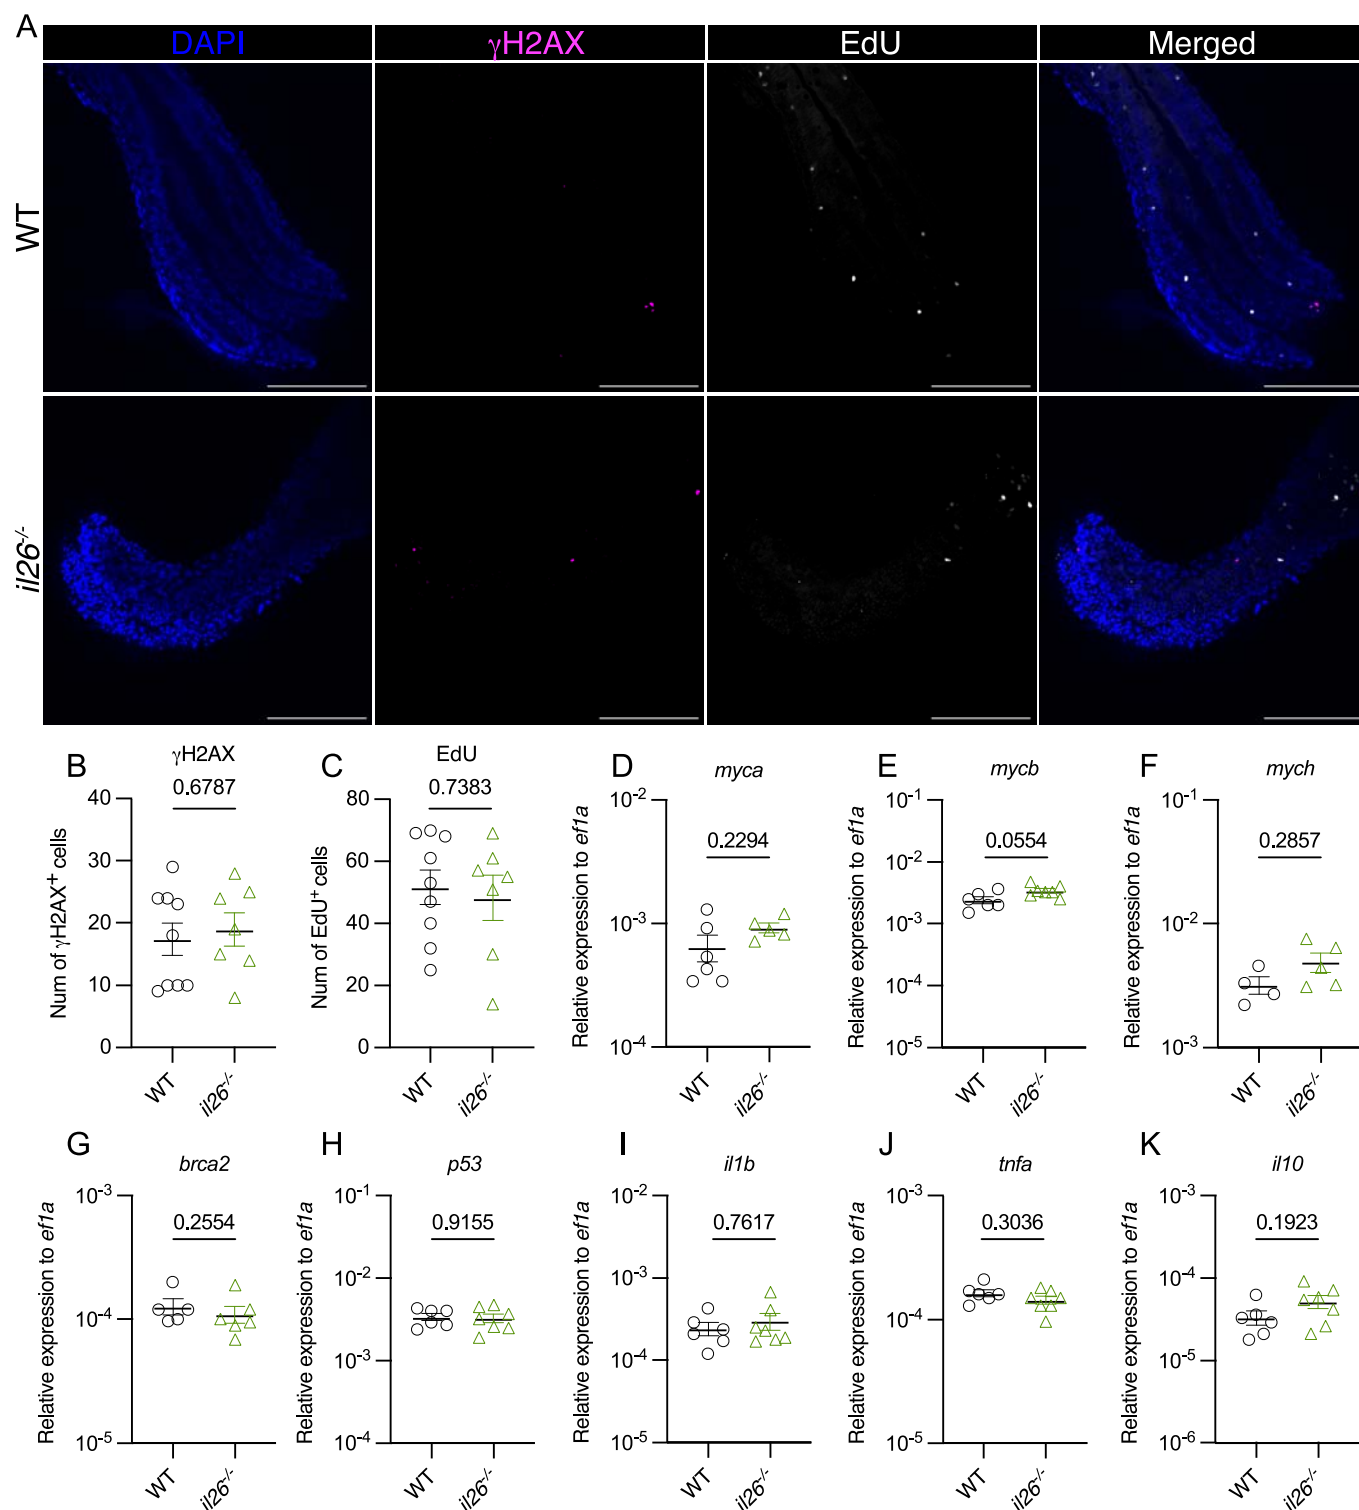

**Figure EV4. Characterization of *il26<sup>-/-</sup>* juvenile zebrafish.**

(A) Representative images of  $\gamma$ H2AX and EdU staining in WT and *il26<sup>-/-</sup>* 5-wpf guts. Scale bars: 100  $\mu$ m. (B, C) Quantification of  $\gamma$ H2AX (B) and EdU staining (C) in WT and *il26<sup>-/-</sup>* 5-wpf posterior guts. (D–K) qRT-PCR analysis of selected genes in dissected guts of WT or *il26<sup>-/-</sup>* 5-wpf fish. Data information: (B–K) Data are presented as mean  $\pm$  SEM. Sample sizes were as follows ((B, C):  $n_{WT} = 9$ ,  $n_{il26^{-/-}} = 7$ ; (D–K):  $n_{WT} = 4$ –6,  $n_{il26^{-/-}} = 5$ –7). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by Mann-Whitney test (B–K). Source data are available online for this figure.

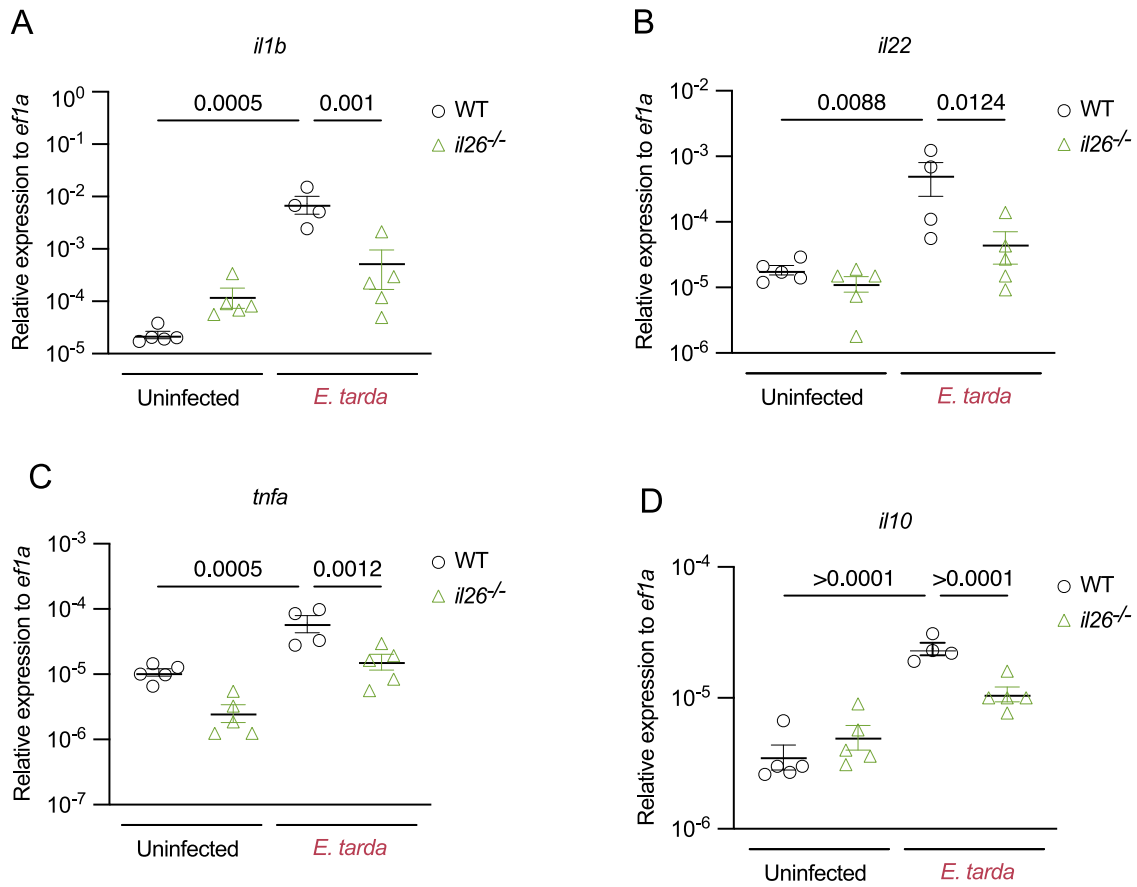

**Figure EV5. Cytokine expression in WT and *il26*<sup>-/-</sup> larval guts following *E. tarda* infection.**

(A, D) qRT-PCR analysis of *il1b* (A), *il22* (B), *tnfa* (C), *il10* (D) in dissected guts of WT and *il26*<sup>-/-</sup> at 3 dpi. Data information: (A-D) Data are presented as mean ± SEM. Sample sizes were as follows ((A-D):  $n_{WT \text{ uninfected}} = 5$ ,  $n_{WT \text{ infected}} = 4$ ,  $n_{il26^{-/-} \text{ uninfected}} = 5$ ,  $n_{il26^{-/-} \text{ infected}} = 5$ ). n represents the number of biological replicates (minimum of 3 independent experiments). Statistical significance was determined by one-way ANOVA (A-D). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

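Bulk RNA-seq of dissected guts from 5-dpf germ-free larvae was analysed, with 3 WT GF and 3 *il26*-/- GF replicates of 10 to 15 pooled guts each. The other experiments of the paper were not analysed here. The authors aligned the reads to danRer11 and deposited raw read counts per gene symbol, without normalization; the paper names FastQC and edgeR and, in its text, no aligner, counting tool, annotation or strand setting. Each column of the deposited counts was matched to its library through the library name in the sample's labels, and 0 columns were left without a sample. Replicate numbers, and with them the pairing of libraries, come from the titles of the deposited samples; the paper does not say what libraries of one number share.

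From the deposited counts, genes were kept by edgeR's filterByExpr with default settings (11062 of 15419), libraries were scaled by the TMM method, and *il26*-/- GF was tested against WT GF by edgeR's quasi-likelihood test without a block (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment over all genes tested. The design, the alternatives and the rule for naming genes were fixed before the data were examined, unless stated. The paper's Dataset EV6, which comes from the same libraries, had been read by then and prompted the muscle list. Standard errors of log2 fold changes were taken from the fold change and its F statistic, and 95% confidence intervals from the t distribution with the test's degrees of freedom. Log2 CPM were computed with a prior count of 2. Gene sets were tested with roast (9999 rotations, two-sided) with Benjamini-Hochberg adjustment over the 3 sets at the claim, a step added after the data had been seen, or, for 5 lists of cell type markers, with camera at a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 5 lists. Scores of gene lists per library were compared by exact permutation of the 6 libraries. Random gene lists (10000) were matched on mean expression.

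The alternatives were other scalings (DESeq2's size factors, upper quartile, total counts only), other filters (at least 1 count in any sample, at least 10 counts in every sample), the replicate number as a block, each replicate left out in turn, and other tests (DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma-voom with sample quality weights). Thinning every library at random to the smallest total was added after the data had been seen. The genes named are every gene of Fig. 6D, *mad1l1* and *cdkn2c* of Fig. 1B, *il26*, *il20ra*, *il10rb*, *tnfa*, *il1b* and *mych*, a further gene that is not reported here, and in each direction the 5 genes with the smallest p-value among those with an adjusted p-value under 0.05 and no overlap between the groups, or, where fewer than 3 passed, the 3 genes with the smallest unadjusted p-value in that direction without overlap, which applied to both directions. Genes near *il26* in the closing observations were named after their values were seen.

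The tests were tested on simulated data with 200 genes changed 1.5-fold, 2-fold or 4-fold. Counts were drawn from the means and depths of the 6 libraries. Dispersions were those of the trend with expression, not each gene's own. Of the unchanged genes, 4.34% had an unadjusted p-value under 0.05 in the quasi-likelihood test, among 10938 genes tested. Of 200 random sets of 30 unchanged genes, 5% had a p-value under 0.05 in roast; the set of 30 unchanged genes drawn first had 0.0418, and a set of 30 genes raised 1.5-fold had 6e-04. The simulated genes varied independently of each other, unlike genes that are regulated together, so the simulation does not test the sets under shared variation. Chromosomes and gene order were taken from a RefSeq gene table of the GRCz12tu assembly, which is not the build the authors used, so no coordinates are given; 10990 of the 11062 genes tested matched a placed gene by symbol or by an unambiguous synonym and 72 did not. Conventionally reared larvae enter only through the paper's own values in Dataset EV1, and Dataset EV6 was used as the paper's own list. Reads and a reference genome were not used here, so read-level checks, GC content and gene length were not examined. The fold changes carry the error of 3 libraries per group, and intervals and floors for single counts cover counting error only.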

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

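All tests of an explanation in this part were chosen only after the result was seen. The results concern genes outside those the paper discusses for GF larvae. The smallest share that the 10 splits of the 6 libraries can give is 0.1, so no result here can be set apart from an arbitrary grouping of the libraries by the splits.

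A list of muscle markers was chosen because Dataset EV6, made from the same libraries, held muscle genes among its higher genes. The direction of the list was thus known beforehand, and its p-values are not independent support. Genes on the list were higher in *il26*-/- GF, with a mean log2 fold change of 0.60 over 46 genes tested. Of these, 38 were higher and 25 had an unadjusted p-value under 0.05 (adjusted p = 1.32e-31 for the list, edgeR's camera with the preset inter-gene correlation). The score of the list was -0.46, -0.55 and 0.040 in WT GF replicates 1, 2 and 3 and 0.0065, 0.75 and 0.21 in *il26*-/- GF replicates 1, 2 and 3, and an exact permutation test (two-sided) without regard to the replicate numbers gave p = 0.2. In pairs of the same replicate number the score was higher in *il26*-/- GF by at least 0.17, in 3 of 3 pairs (exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 pairs allow). With the replicate number as a block the mean log2 fold change was 0.64, and 4 genes of the list, *tnnt3a*, *tnni2b.1*, *mybpc2b* and *casq2*, had an adjusted p-value under 0.05. Of the 4 splits that part all 3 pairs of the same replicate number, 2 gave a mean log2 fold change as large, and 1 of the 6 splits that part 1 pair did. Thinned to the smallest library, the mean was 0.57. Thinning leaves the fold changes that are to be found as they are, here and for the genes below. An effect of depth on the list was therefore not excluded. Outside the myosin, actin, troponin and tropomyosin families, where paralogs share reads, the mean was 0.71 over 28 genes. The spread of the score within groups was at percentile 100 of random lists matched on mean expression. Genes that are regulated together vary more than random lists in any case, so this neither shows nor excludes muscle carried over at dissection in amounts that differ between libraries, and an effect of genotype on muscle cannot be told apart from it. Of the other 4 lists of cell type markers, that of neurons was lower in *il26*-/- GF, with a mean log2 fold change of -0.17 over 25 genes tested (adjusted p = 4.29e-04 with camera and adjusted p = 0.106 with roast). Its scores did not overlap, with 0.099, 0.13 and 0.024 in WT GF and -0.020, -0.12 and -0.11 in *il26*-/- GF (exact permutation test, two-sided, p = 0.1, the smallest possible). The list of the exocrine pancreas was lower by 0.090 (adjusted p = 0.0354 with camera and adjusted p = 0.864 with roast) with scores that overlapped and 0 of 25 genes at an unadjusted p-value under 0.05, and those of hepatocytes (adjusted p = 0.479) and erythrocytes (adjusted p = 0.491) did not pass with camera. No explanation was tested for these lists.

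The gene *ipo8* had a log2 fold change of -2.09, lower in 3 of 3 *il26*-/- GF libraries than in each WT GF library, and it was the gene that passed the adjustment over all genes. After thinning it was -2.01. The CPM of *ipo8* was 8.98, 8.27 and 8.86 in *il26*-/- GF replicates 1, 2 and 3, at total counts of 7528412, 38143258 and 16095605. It was 40.1, 31.6 and 39.2 in WT GF replicates 1, 2 and 3. Their total counts of 21188195, 21652562 and 29399034 lie inside the range of *il26*-/- GF, which argues against depth for *ipo8*. In the paper's conventional comparison (Dataset EV1) the paper's log2 fold change of *ipo8* is -1.74. Of the 4 splits that part all pairs, 1, the real one, gave as many genes with an adjusted p-value under 0.05, and 1 of the 6 others did. In the GRCz12tu assembly, *ipo8* lies before *il26* at rank -47 among the 50 nearest genes tested on that side, toward the edge of that range. A candidate explanation is a sequence or regulatory difference linked to the mutated locus, carried by the *il26*-/- line in both rearing conditions. An effect of the loss of *il26* on *ipo8* was not told apart from linkage.

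Genes with an unadjusted p-value under 0.05 were more frequent on the chromosome of *il26*, with 36 of 421 genes tested against 549 of 10569 on the other chromosomes (odds ratio 1.71, Fisher's exact test, p = 0.00525). Adjusted over the 25 chromosomes the p-value was 0.131, so the chromosome was not set apart by this test alone. Of the 4 splits that part all pairs, 1, the real one, gave an odds ratio as large, and 0 of the 6 others did, where each split has genes at an unadjusted p-value under 0.05 (from 173 to 589 and from 267 to 1284). Without genes with clone-based names and zinc finger genes, whose copies share reads, the odds ratio was 1.81. Against the rest of the chromosome, the 50 genes tested on either side of *il26* had an odds ratio of 4.19, with 19 of 100 genes against 17 of 321. The excess was on one side, with 17 of 50 genes there and 2 of 50 on the other, which is no more than on the rest of the chromosome. These values may reflect differences linked to the *il26* locus between the lines, and why they would extend to one side was not tested. The genes near the locus cannot serve to separate linkage from an effect of the mutation.

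The gene *scpp9* had a log2 fold change of 6.66, higher in 3 of 3 *il26*-/- GF libraries, and of 6.53 after thinning. Its adjusted p-value was 0.0609 without and 0.0244 with the replicate number as a block, 0.0414 after thinning, and between 6.1e-14 and 0.271 over all alternatives. The *il26*-/- GF library with the most *scpp9* CPM, replicate 1, had a muscle score of 0.0065. This lay below the *il26*-/- GF mean of 0.32 but above the WT GF mean of -0.32. It rests on replicate 1 alone, so it neither shows nor excludes carry-over of muscle. The CPM of *scpp9* was 27.4, 14.3 and 13.8 in *il26*-/- GF replicates 1, 2 and 3, at total counts of 7528412, 38143258 and 16095605. It was 0.49, 0.10 and 0 in WT GF replicates 1, 2 and 3. Their total counts of 21188195, 21652562 and 29399034 lie inside the range of *il26*-/- GF, which argues against depth for *scpp9*. Reads shared with other genes, the presence of another tissue and a strain difference were not tested or not excluded. The result cannot be told apart from these, and Dataset EV1 does not list the gene.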

How the results depend on the processing

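The alternatives were chosen before the data were examined, except thinning of the counts, which was chosen after seeing the data. The cause of a change was not tested. Of the outcomes for the summary results under the alternatives other than thinning, 144 kept their direction and their side of the threshold or, for values without a test, stayed within the set limits, while 28 moved, 4 reversed, 3 were stronger and 5 weaker. Of the outcomes for log2 fold changes of named genes, 553 stayed the same, 21 reversed, 26 were stronger and 2 weaker, the latter being *ipo8* without *il26*-/- GF replicates 1 and 2. With thinning, 11 of the summary results stayed the same and 1 moved, and of the named genes 27 stayed the same, 7 reversed and 1 was stronger.

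For genes with an unadjusted p-value under 0.05, limma-voom gave 890 and the 6 fits that each left out 1 library gave 441 to 1133. Higher genes ranged from 227 to 649 across those fits. Lower genes were 108 with total counts only, against 442 higher, or 80.4% higher against 57.4%, and 399 with limma-voom, and ranged from 183 to 484 with a library left out. At an adjusted p-value under 0.05, higher genes were 2 with the upper quartile, 1 with total counts only, 2 without a filter, 12 with the block, 38 with DESeq2, 61 with the likelihood ratio test, 56 with the exact test and 1 after thinning, and 0 to 2 with a library left out. Lower genes were 2 with the upper quartile, 2 without a filter, 3 with the block, 14 with DESeq2, 14 with the likelihood ratio test, 15 with the exact test, and 0 to 1 with a library left out. Beside the counts of 0, at least 441 genes had an unadjusted p-value under 0.05.

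Of the 27 genes of Fig. 6D, 2 had an unadjusted p-value under 0.05 with the block, 1 with limma-voom, and 0 to 14 with a library left out, where 14 is the fit without WT GF replicate 3. The result that none of these genes differed therefore depends on that library. The mean log2 fold change ranged from -0.093 to 0.15 for the cell cycle set, from -0.040 to 0.39 for the DNA repair set and from -0.063 to 0.70 for the proliferation list with a library left out. With camera, which takes a preset correlation of 0.01 between genes, the proliferation list at 0.16 passed the threshold, and with the correlation estimated from the data it did not. The muscle list at 0.60 no longer passed the adjustment over the 5 lists with roast (adjusted p = 0.106) or with camera and an estimated correlation (adjusted p = 0.116), and its adjusted p-values ranged from 3.27e-41 to 0.116. With a library left out, the mean log2 fold change of the muscle list ranged from 0.37 to 0.94. The odds ratio of the chromosome of *il26* was 1.43 with the exact test and 1.29 to 1.98 with a library left out. The share of Dataset EV1 genes with the same sign was 44.8% to 53.7% with a library left out.

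Several log2 fold changes of named genes reversed. After thinning they were -0.24 for *brca2*, -0.021 for *rad51b*, 0.065 for *rad9a*, 0.0096 for *ercc1*, 0.16 for *rad51c*, -0.044 for *brat1* and -0.060 for *mad1l1*. With total counts only the value was 0.077 for *ercc1*, with the upper quartile 0.017 for *ercc1*, with the block 0.076 and with limma-voom 0.32 for *rad51c*. With a library left out they ranged from -0.75 to 0.023 for *mycb*, -1.61 to 0.039 for *gadd45ba*, -0.054 to 0.49 for *rfc1*, -0.084 to 0.52 for *rfc2*, -0.11 to 0.39 for *brca2*, -0.089 to 0.27 for *rad51b*, -0.59 to 0.36 for *rad9a*, -0.058 to 1.01 for *rad54l*, -0.11 to 0.068 for *ercc1*, -0.55 to 0.92 for *rad51c* and -0.084 to 0.37 for *mad1l1*. The filter of at least 10 counts in every sample left out *ccne1*, *cdkn2c*, *gsk3bb*, *rad51c*, *scpp9* and *tgm1l4*, and thinning left out *ccne1*, *cdkn2c* and *gsk3bb*, which have no value there. Low counts limit *tnfa* and *il1b*, which the filter removed. For *il26*, with 0 counts in all 6 libraries, no comparison was possible, and depth was not told apart from the annotation or the counting.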

Differences from the paper's values

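With the settings used at the claims, no value the paper states for a measure also computed here differed by more than 1.5-fold or more than the error. Under other settings some did, among them 649 upregulated genes without WT GF replicate 3 and 491 with limma-voom, and 108 downregulated genes with total counts only and 191 with DESeq2. The paper's 319 upregulated and 307 downregulated genes stand beside 338 and 251 here, counted at an unadjusted p-value under 0.05. The paper's text does not say whether its p-values were adjusted for multiple testing. At an adjusted p-value under 0.05, 0 genes were higher and 1 was lower here. In the paper's Dataset EV6 the counts stand the other way, with 307 positive and 319 negative log2 fold changes, and all 619 of its genes tested had the same sign here. Of these, 412 had an unadjusted p-value under 0.05 here and 523 with limma-voom, the highest number among the settings, which ranged from 242.

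The paper marks no gene of Fig. 6D as different. Here 0 of the 27 had an unadjusted p-value under 0.05, with 589 among all genes, but 14 did without WT GF replicate 3, *myca* and *tp53bp1* with the replicate number as a block, *exo5* with limma-voom and *myca* without *il26*-/- GF replicate 2. The gene *scpp9*, with a log2 fold change of 6.66 here, is not listed in Dataset EV6. In Fig. 6D, the columns under the *il26*-/- GF heading followed the deposited WT GF libraries, with correlations over the 27 genes of 0.990, 0.993 and 0.990, and those under the WT GF heading followed the deposited *il26*-/- GF libraries, with 0.988 for each.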

Other observations

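All tests of an explanation in this part were chosen only after the result was seen. Among the genes that the paper names as receptors, *il20ra* had 48.4 ± 5.65 CPM (SD, n = 3) in WT GF and 42.7 ± 4.09 (SD, n = 3) in *il26*-/- GF, a log2 fold change of -0.18 (standard error 0.12), and *il10rb* had a log2 fold change of -0.12 (standard error 0.15). That of *mych* was -0.48 (standard error 0.55). Counts of *tnfa* were 4, 3 and 6 in WT GF and 3, 17 and 3 in *il26*-/- GF, and those of *il1b* were 7, 6 and 13 in WT GF and 7, 24 and 5 in *il26*-/- GF, both below the filter.

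Proliferation genes were high in WT GF replicate 3, and without this library the comparison of Fig. 6D came out differently. On the genes of Dataset EV1 that lie on the chromosome of *il26*, its score was -0.26, beside a mean of -0.20 in WT GF and 0.20 in *il26*-/- GF, which speaks against a mislabelled library. After thinning, its proliferation score was 0.61, but thinning keeps the relative levels, so an effect of depth was not excluded. The spread of the proliferation score within groups was at percentile 100 of random lists matched on mean expression, which genes that are regulated together reach in any case, so variation shared by many genes was not excluded. The first principal component, with 30.2% of the variance, set WT GF replicates 1, 2 and 3 at -4.92, -23.9 and -18.2. It set those of *il26*-/- GF at 30.9, 13.9 and 2.33, without overlap, which chance gives in 10% of cases. The second, with 27.5%, set the replicate 3 libraries of WT GF and *il26*-/- GF at -26.7 and -19.8 and the other libraries at 1.96 or higher. The deviations of the replicate 3 libraries correlated by 0.30 across genes. A batch shared by libraries of this number is therefore not excluded, although the proliferation score of *il26*-/- GF replicate 3 was not above that of *il26*-/- GF replicate 1. The roast p-value of the proliferation list with the block, 0.508, tests the genotypes and not the batch. No explanation for the library's level was found, and a hypothesis is that pools of 10 to 15 guts may differ in proliferation regardless of genotype. There is no ground in these tests for leaving the library out.

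Other splits of the libraries gave results as large for several comparisons. Among the 4 splits that part all pairs of the same replicate number, the number with a result as large, the real one included, was 2 for genes with an unadjusted p-value under 0.05, 4 for the cell cycle set, 3 for the DNA repair set, 3 for the proliferation list and 3 for the share of Dataset EV1. Among the 6 splits that part 1 pair it was 4, 4, 5, 5 and 6 in the same order. For the genes of Fig. 6D with an unadjusted p-value under 0.05 the real number is 0, so all 4 and all 6 splits are as large by construction, which tests nothing. The number of genes at an unadjusted p-value under 0.05 went up to 1284 in the latter, in a split with both replicate 3 libraries in the same group. Among the 4 splits that part all pairs, the real 589 was the highest number, which another split also reached. Without the block, the *il26*-/- GF comparison therefore did not stand out by its number of genes. The splits were not fitted with the block, so they cannot tell whether its 788 genes stand out.

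Of 550 genes tested from the paper's Dataset EV1, which compares conventionally reared larvae, 271 had the same sign in GF larvae, or 49.3%, at percentile 64.3 of random lists matched on mean expression. On the chromosome of *il26* it was 28 of 33 genes, against 242 of 513 on the others (Fisher's exact test, p = 1.93e-05, where genes are not independent replicates). This is consistent with differences linked to the *il26* locus that both comparisons carry. Changes shared between rearing conditions may thus reflect the line's genotype around the locus in part, which was not separated from an effect of *il26*. Near *il26*, *si:dkey-222f8.3* (0.93), *wif1* (0.94), *ppfibp1a* (-0.72) and *il17ra1a* (-0.52) were among the genes with an unadjusted p-value under 0.05, with log2 fold changes in parentheses, and were named after their values were seen.

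The column headings of Fig. 6D were set against the deposited labels by reading the colours of the figure. The mean correlation over the 27 genes of columns with libraries was 0.990 with the headings exchanged and -0.014 with the headings as printed, each at its best pairing. The groups are therefore likely named in opposite ways in the figure and in the deposited labels, and the figure alone does not show which naming is right. The gene *il26*, with 0 counts in every library, could not settle this. With the deposited labels, 28 of the 33 genes of the paper's Dataset EV1 on the chromosome of *il26* went the same way as in that dataset, among them *ipo8* (-1.74 in the paper's dataset), as did all 14 of these that had an unadjusted p-value under 0.05. This speaks for the deposited labels if the groups of Dataset EV1 are named correctly. The signs of the paper's Dataset EV6 also follow the deposited labels, but it describes the same libraries. A reversal of the labels would turn every direction given here, but not the number of genes that differ.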
